# Epithelial Cell Proliferation Arrest Induced by Lactate and Acetate from *Lactobacillus casei* and *Bifidobacterium breve*

**DOI:** 10.1371/journal.pone.0063053

**Published:** 2013-04-30

**Authors:** Takahiro Matsuki, Thierry Pédron, Béatrice Regnault, Céline Mulet, Taeko Hara, Philippe J. Sansonetti

## Abstract

In an attempt to identify and characterize how symbiotic bacteria of the gut microbiota affect the molecular and cellular mechanisms of epithelial homeostasis, intestinal epithelial cells were co-cultured with either *Lactobacillus* or *Bifidobacterium* as *bona fide* symbionts to examine potential gene modulations. In addition to genes involved in the innate immune response, genes encoding check-point molecules controlling the cell cycle were among the most modulated in the course of these interactions. In the m-ICcl2 murine cell line, genes encoding cyclin E1 and cyclin D1 were strongly down regulated by *L. casei* and *B. breve* respectively. Cell proliferation arrest was accordingly confirmed. Short chain fatty acids (SCFA) were the effectors of this modulation, alone or in conjunction with the acidic pH they generated. These results demonstrate that the production of SCFAs, a characteristic of these symbiotic microorganisms, is potentially an essential regulatory effector of epithelial proliferation in the gut.

## Introduction

The human intestinal tract contains a diverse community of microbes reaching up to 10^11^ bacteria/ml in the colon [1]. The intestinal microbiota serves essential functions in food digestion, metabolism of endogenous and exogenous compounds, immunomodulation, and establishment of a barrier effect that prevents colonization by pathogens. It is also involved in the regulation of intestinal homeostasis [2], impacting nutrient absorption, the quality of the physical barrier imposed to the resident microbiota by the epithelial lining, and the restitution process that requires proper balance between proliferation, differentiation and death [3]–[5]. Intestinal stem cells confined to the crypt bottom produce a progeny of epithelial cells, particularly enterocytes and goblet cells, that migrate upwards along the villus axis in the small intestine and to the epithelial surface in the colon. These cells initially constitute a proliferative compartment, but as migration progresses upwards, cell division arrests, final differentiation is completed, and cells eventually undergo apoptosis before sloughing off into the lumen. The epithelium is exposed to the luminal microbiota, thereby offering opportunities for bacteria or bacterial products to affect the dynamics of the crypt-to-surface axis and to play a role in epithelial restitution.

Mono-contamination of germ-free animals (i.e. gnotobiotic) has been pivotal in elucidating the contribution of the gut microbiota to gut epithelial homeostasis. Early studies demonstrated a number of morphological differences in the histological aspect of the intestinal tract of germ-free (GF) versus gnotobiotic or conventional (CV) mice. CV mice display regular and uniform villi, whereas GF mice display irregular villi. This is well in line with early studies showing that the presence of an intestinal flora provided mice with a two-fold increase in rate of epithelial turn over [6]. In addition, GF animals show a thinner lamina propria, a slower epithelial turnover, slender villi, and a lower activity of digestive enzymes than CV mice [7]–[9]. Analysis of the bacterial effectors and signaling pathways that affect epithelial homeostasis has begun [10], and a cellular microbiology of symbiosis is on its way [11]. In order to examine how luminal bacteria affect gut epithelial proliferation, differentiation and death, we established an *in vitro* assay in which intestinal epithelial cells were exposed to *Lactobacillus casei* or *Bifidobacterium breve* used as *bona fide* symbionts. Our previous experiments have shown that in a model of human Caco-2 cells, *L. casei* strongly down-regulated the pro-inflammatory signals induced by an invasive strain of *Shigella* [12]. Beyond the issue of innate immune regulation, we wanted here to address the molecular basis of epithelial homeostasis in the presence of bacterial symbionts.

This work shows that *Lactobacillus* and *Bifidobacterium* modulate cell cycle gene expression in human and murine epithelial cell lines and that short chain fatty acids (SCFA) represent major effectors of this modulation, alone or via the acidic pH they generate.

## Results

### Gene Expression Modulation of Caco-2 Cells by *L. casei* and *B. breve*

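Caco-2 is a human line from a colorectal adenocarcinoma whose cells can take on features of enterocytes. *L. casei* ferments sugars mainly to lactate, and *B. breve* ferments them to acetate and lactate. Gene expression was read in 3 groups of 3 biological replicates: Caco-2 cells alone, cells with *L. casei* and cells with *B. breve*. The RNA of each culture went onto its own Affymetrix array, on which a gene is represented by 1 or more probe sets. The authors summarised the perfect match probes by Robust Multichip Average (RMA), and the deposited values are background-corrected, normalized log2 signals.

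The median signal was 7.59 to 7.67 on the 9 arrays. Of 22215 probe sets that are not controls, 19064 carried 1 gene symbol and 1043 carried several, and each of 11963 genes was read from the probe set with its highest mean signal. RNA integrity was even across the groups. The 3' minus 5' difference was -0.17 to -0.10 log2 units for the GAPDH controls (a glycolytic enzyme) and -0.02 to 0.08 for the ACTB controls (cytoskeletal beta-actin). The 18S ribosomal RNA control was less even, and was highest on the replicate 1 array of every group, at 11.4 for the cells alone, 10.7 for *L. casei* and 8.82 for *B. breve*. Across probe sets, which are not independent replicates, arrays of the same group correlated at r = 0.992 to 0.997 and arrays of different groups at r = 0.973 to 0.992. The first principal component held 57.8% of the variance and ordered the arrays as cells alone (scores -35.5 to -29.7), *L. casei* (-3.66 to 8.15) and *B. breve* (29.9 to 31.2).

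Differences were tested with limma on all 9 arrays, with Benjamini-Hochberg adjustment over the 22215 probe sets. In simulated data with the spread of these arrays, the test called 99.6% of 2-fold changes with either bacterium and 75.2% (*B. breve*) or 79.2% (*L. casei*) of 1.5-fold changes, but only 8.4% and 8.8% of the smallest changes tried. Those runs changed 50 genes per fold, while 1714 (*L. casei*) and 3819 (*B. breve*) genes passed in the data. The adjustment is stricter when few genes change, so these shares may understate the share of such changes called in the real arrays. Of 18 leukocyte genes, CD14, a lipopolysaccharide co-receptor, was 0.43 log2 units higher with *B. breve*, and limma called 0 with *L. casei*, where 0 passed an unadjusted p under 0.05 as well.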

To analyze gene expression in IEC exposed to symbiotic bacteria, human intestinal Caco-2 cells were co-cultured overnight with the *L. casei* strain DN-114 001 and the *B. breve* strain DN-156 007 at a multiplicity of infection (MOI) of 100. Transcriptional profiling performed with the Affymetrix GeneChip technology showed the down-regulation of 988 genes and the up-regulation of 1445 genes by a factor of 1.75 or more, as shown in Fig. 1A and listed in Table S1. 

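With *B. breve* the largest rises in Caco-2 cells were of TUBGCP3, a part of the complex that nucleates microtubules, and of MMP1, a collagenase. The largest falls were of TDO2, which degrades tryptophan, and OPN3, an opsin. With *L. casei* DDIT4, a stress-induced inhibitor of mTOR signalling, rose most.

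At a fold change above 1.75 and an unadjusted p under 0.05, 209 genes were higher and 89 lower with *L. casei*, and 512 were higher and 471 lower with *B. breve*. Counted over both bacteria, 537 genes were higher and 476 lower with at least 1 of them. Which direction held more genes with *B. breve* depended on scaling and on single arrays. After each array was centred on its median 450 were higher and 551 lower with *B. breve* (476 and 554 with either), and with 18S ribosomal RNA as a covariate chosen after the data were seen 474 and 536 (511 and 538). Without Caco-2 alone replicate 1 they were 474 and 483, without *B. breve* replicate 2 485 and 510 (514 and 515 with either), and without *B. breve* replicate 3 492 and 496. Among the 10 largest rises with *B. breve* were TUBGCP3 (12.5-fold, limma adjusted p = 3.87e-07), MMP1 (10.8-fold, adjusted p = 1.20e-06) and ID1 (6.57-fold, adjusted p = 7.31e-08), an inhibitor of differentiation factors (n = 3 arrays per group throughout). TDO2 was 9.81-fold lower, OPN3 7.38-fold lower and LGSN, a glutamine synthetase relative of the lens, 6.76-fold lower. With *L. casei* DDIT4 rose 4.36-fold (log2 change 2.13, standard error 0.20, limma adjusted p = 7.18e-05), TUBGCP3 4.17-fold, MMP1 3.95-fold and EREG, a ligand of the EGF receptor, 3.60-fold. OPN3 was 3.45-fold lower and TDO2 2.92-fold lower with the same bacterium, and TXNIP, which binds thioredoxin and restrains glucose uptake, was 4.25-fold lower.

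Without the fold threshold, at a limma adjusted p under 0.05, 1011 genes rose and 703 fell with *L. casei* (14.3% of genes), and 1868 rose and 1951 fell with *B. breve* (31.9%). The *B. breve* counts depended on the test, and were 499 and 521 with an unmoderated unequal-variance test. The *L. casei* counts depended on the test and on single arrays. They were 0 and 0 with an unmoderated unequal-variance test (limma's unadjusted p under 0.05 gave 1679 and 1494) and 1637 and 1374 with array weights, and the falls numbered 1102 with the replicate number as a block. The rises numbered 646 without Caco-2 alone replicate 1 and 620 without *L. casei* replicate 2. The falls numbered 436 and 397 without Caco-2 alone replicates 1 and 2, and 447 and 397 without *L. casei* replicates 1 and 2.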

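Cells pass from G1 into S phase when D-type and E-type cyclins switch on their kinases and release the E2F factors from the RB family, and CDK inhibitors hold this step back. Among the genes of this step that passed the test, more rose than fell in both co-cultures, and MYC, which drives cells into the cycle, rose most. Genes of DNA replication that passed also rose more often than they fell, though the test of the whole list did not call them. The growth arrest gene GADD45A, which slows the cycle after DNA damage, fell with both bacteria.

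Of 21 G1/S genes, 6 rose and 1 fell with *L. casei* and 10 rose and 2 fell with *B. breve* at a limma adjusted p under 0.05 (7 and 2, and 10 and 2, adjusted over the list alone). MYC rose by 2.06 log2 units with *L. casei* and 2.40 with *B. breve* (standard error 0.12, n = 3 arrays per group). CCND2, the cyclin D2 gene, rose by 1.87 and 1.77 (standard error 0.14), and RBL1, an RB relative that restrains E2F, by 1.12 and 1.71 (standard error 0.14). Of 49 replication genes, 9 rose and 3 fell with *L. casei* and 14 rose and 7 fell with *B. breve* (10 and 3, and 16 and 7, adjusted over the list alone). They included POLD3, a subunit of DNA polymerase delta, at 1.14 and 1.75, GINS3, part of the replicative helicase, at 0.96 and 1.21, and the primase gene PRIM1 at 0.79 and 0.90. Of 47 mitotic genes, 8 rose and 1 fell with *L. casei* and 11 rose and 6 fell with *B. breve* (11 and 2, and 11 and 6, adjusted over the list alone), with rises of the survivin gene BIRC5 (1.11 and 1.35) and the mitotic kinase gene PLK1 (0.87 and 1.06).

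Brakes on the cycle moved as well. Of 7 CDK inhibitor genes, 2 rose and 3 fell with *L. casei* and 3 rose and 3 fell with *B. breve*, and CDKN2D, which blocks CDK4 and CDK6, fell by 1.00 and 1.68 log2 units (standard error 0.12). GADD45A fell by 0.85 with *L. casei* (limma adjusted p = 2.68e-04) and by 1.14 with *B. breve* (limma adjusted p = 7.02e-06). GADD45G fell by 1.38 with *B. breve* (standard error 0.23, limma adjusted p = 7.63e-04), and its difference with *L. casei* did not pass the test (limma adjusted p = 0.0585), though it did under 12 of 19 alternatives, among them the replicate block (0.00404). On its brightest probe set GADD45B did not differ with either bacterium (limma adjusted p = 0.853 and 0.570). Of 19 GADD45 and p53 target genes, 3 rose and 3 fell with *L. casei* and 4 rose and 6 fell with *B. breve* (3 and 4, and 4 and 7, adjusted over the list alone).

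Over the 219 genes of the 9 cell cycle lists, grouped after the data were seen, 38 rose and 16 fell with *L. casei* and 61 rose and 42 fell with *B. breve*. Limma's camera test called the G1/S list upward with *L. casei* (limma adjusted p = 0.00721; adjusted p = 0.586 with an estimated correlation; 0.0792 without dim probe sets) and *B. breve* (limma adjusted p = 0.00592; adjusted p = 0.638 with an estimated correlation), and the mitosis list upward with *L. casei* (limma adjusted p = 0.000735; adjusted p = 0.907 with an estimated correlation). It did not call the replication list (limma adjusted p = 0.0950 and 0.119; adjusted p = 0.936 and 0.969 with an estimated correlation) but called it upward with array weights (0.00593 and 0.00439), without Caco-2 alone replicate 3 (7.30e-04 and 0.00350) and without replicate 1 of the bacterium (0.0451 and 0.00632), with *L. casei* also with the ribosomal RNA covariate (0.0244), and with *B. breve* also after quantile normalization (0.0413) and without all replicate 1 arrays (0.0450). Such list calls carry little weight, because with an estimated correlation 0 of the 31 lists was called with either bacterium. Other splits of the same 6 arrays into groups of 3 called up to 11 of the 31 lists, against 10 with *L. casei* and 7 with *B. breve*. Each of them mixes arrays of both groups on each side, so it keeps part of the real difference. Their calls thus cannot show how many lists would be called without one. The other splits also reached medians of larger size. These were 0.274 against 0.155 for mitosis with *L. casei*, and for G1/S 0.198 against 0.178 (*L. casei*) and 0.274 against 0.265 (*B. breve*). The share of each list that passed the test is drawn for both bacteria.

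**Figure D1:**
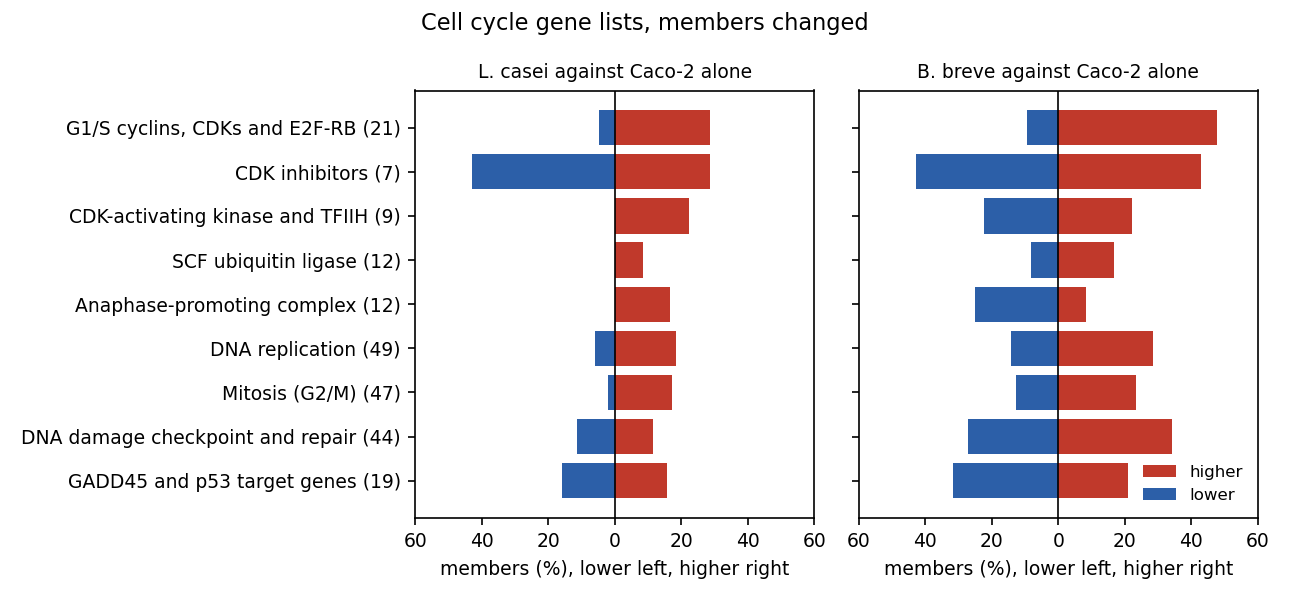
Percent of the measured genes of 9 cell cycle lists that were higher (to the right) or lower (to the left) than in Caco-2 cells alone at a limma adjusted p under 0.05, for *L. casei* and *B. breve* (n = 3 arrays per group, counts without an error bar). In the G1/S list 6 of 21 genes were higher with *L. casei* and 10 of 21 with *B. breve*.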

Interestingly, using Gene Ontology definition, among the different signaling and metabolic pathways modulated by these bacteria, 80 and 135 genes encoding key factors of the cell cycle were respectively down- or up-regulated, including cyclin D1, cyclin E1, growth arrest and DNA damage, cullin 1 (Fig. 1B–C, and Table S2). *B. breve* induced stronger modulation of gene expression than *L. casei*, however many genes were modulated by the 2 strains such as MNAT1 which is involved in the CDK-activating kinase complex with cyclin H and CDK7. 

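Nearly every gene that responded strongly to *L. casei* responded to *B. breve* in the same direction, and usually further. The widest gaps upward were those of CEACAM6 and CEACAM1, adhesion molecules of the epithelial surface, TFF1, a mucosal repair peptide, and SLC2A1, the glucose transporter GLUT1. All 4 were higher with *B. breve* than with *L. casei*.

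At the fold threshold of 1.75 with an unadjusted p under 0.05, 184 genes were higher with both bacteria (88.0% of those higher with *L. casei*) and 84 were lower with both (94.4%), where unrelated lists of these sizes would share 8.94 rising genes. At a limma adjusted p under 0.05, 887 rose with both and 654 fell with both, and 3 moved in opposite directions. With array weights 1400 rose and 1103 fell with both, and with an unmoderated unequal-variance test 0 and 0 did so. The falling overlap was 409 and 380 without Caco-2 alone replicates 1 and 2, and 408 and 377 without *L. casei* replicates 1 and 2, and the rising overlap was 585 without Caco-2 alone replicate 1 and 572 without *L. casei* replicate 2. Among the 1541 genes that moved the same way, 1264 (82.0%) moved further with *B. breve*, with a median size of 0.787 against 0.543 log2 units. The difference between the bacteria passed the test for only 421 of the 1541, and 414 of these moved further with *B. breve*. Over all genes the mean absolute change was 0.297 with *B. breve* and 0.199 with *L. casei*, a ratio of 1.49. An exact permutation test over the 20 assignments of the co-culture arrays gave p = 0.1, the smallest value this design allows, and the highest ratio of the other assignments was 1.21. Swaps within the 3 pairs of same-numbered arrays, a test chosen after the data were seen, allow 8 assignments and gave an exact permutation p = 0.25, the smallest value they allow.

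MNAT1, an assembly factor of the CDK-activating kinase, was 0.97 log2 units higher with *B. breve* than with *L. casei* (standard error 0.14, limma adjusted p = 0.0019, n = 3 arrays per group). CEACAM6 was 3.85-fold, TFF1 3.33-fold, CEACAM1 3.16-fold and SLC2A1 3.13-fold higher with *B. breve*. LAMP3, a lysosomal membrane protein, was 3.53-fold lower, and SLC3A1, a carrier of cystine and basic amino acids, 2.97-fold lower. In all, 501 genes were higher and 697 lower with *B. breve* than with *L. casei*, and 815 and 1110 with the replicate number as a block. The counts were 951 and 1185 with array weights, and 0 and 0 with an unmoderated unequal-variance test. Without *L. casei* replicate 2 the counts were 279 and 326, without *L. casei* replicate 3 they were 230 and 297, without *B. breve* replicate 3 they were 263 and 394, and without *B. breve* replicate 2 the higher genes numbered 295.

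Both comparisons used the same 3 cultures of Caco-2 cells alone. In simulated unchanged groups set against those shared controls the covariance of the changes was 0.0072 and at most 1 gene was shared in a direction, while the measured covariance was 0.113, a difference of 0.106. The simulation covered the shared controls only. Same-numbered arrays of the bacteria also correlated (r = 0.53, 0.29 and 0.19). The difference estimates the shared effect only if that pairing added no covariance, which was not tested. For the overlap of calls, 3 controls cannot be split into parts of at least 2 cultures, so part of its excess may come from the sharing. The changes with both bacteria are drawn gene by gene.

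**Figure D2:**
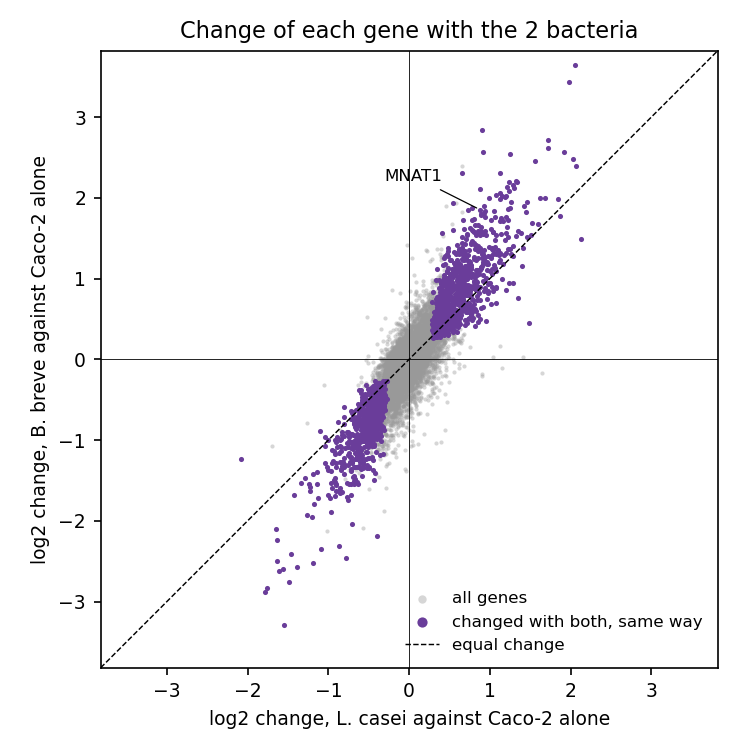
Log2 change of each of 11963 genes with *B. breve* (vertical) against its log2 change with *L. casei* (horizontal), both against Caco-2 cells alone, as means of 3 arrays per group without error bars, with MNAT1 named and equal change dashed. The cloud is steeper than the dashed line, with an orthogonal slope of 1.66.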

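The CDK-activating kinase puts the activating phosphate on the kinases that run the cell cycle, and as part of the transcription factor TFIIH it also phosphorylates RNA polymerase II. CDK7 is its catalytic subunit, cyclin H (CCNH) its cyclin, and MNAT1 the assembly factor that holds the pair together. The 3 subunits did not move together.

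MNAT1 averaged 6.23 (standard deviation 0.22) in cells alone, 7.11 (0.19) with *L. casei* and 8.08 (0.16) with *B. breve*, on the log2 scale and over n = 3 arrays each. It rose by 0.88 log2 units with *L. casei* (limma adjusted p = 0.00147) and by 1.85, or 3.61-fold, with *B. breve* (limma adjusted p = 2.59e-06, standard error 0.14 for both). CDK7 averaged 12.0 (standard deviation 0.02) in cells alone, 11.8 (0.21) with *L. casei* and 11.6 (0.11) with *B. breve*. Its difference of -0.21 with *L. casei* did not pass the test (limma adjusted p = 0.273, standard error 0.11), and with *B. breve* it fell by 0.38 (limma adjusted p = 0.0223). That call was lost without Caco-2 alone replicate 1 (limma adjusted p = 0.0647), replicate 2 (0.0548) or replicate 3 (0.0523), without *B. breve* replicate 1 (0.0749), and without all replicate 1 arrays (0.0723). CCNH differed by 0.13 with *L. casei* and -0.07 with *B. breve*, and neither passed the test (limma adjusted p = 0.614 and 0.788, standard error 0.13).

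Among the TFIIH subunits, GTF2H4, which anchors the helicase XPB, rose by 0.55 and 0.87 log2 units with *L. casei* and *B. breve* (limma adjusted p = 0.00368 and 4.63e-05, standard error 0.10). GTF2H1, the p62 subunit, fell by 0.67 with *B. breve* (limma adjusted p = 0.00459). Of the 9 measured genes of the complex, 2 rose with *L. casei*, and 2 rose and 2 fell with *B. breve*, with the same counts adjusted over the list alone, and limma's camera test called the list with neither bacterium (adjusted p = 0.674 and 0.805).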

MNAT1 and CDK7 had fold change of 13 and 5 respectively. 

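Cyclin D1 (CCND1) with CDK4 or CDK6 starts the phosphorylation of RB, and cyclin E1 (CCNE1) with CDK2 completes it. Cullin 1 (CUL1) is the scaffold of the SCF ubiquitin ligase, which marks CDK inhibitors and G1 cyclins for destruction. The *CDKN1C* product binds cyclin and CDK complexes of G1 and stops them. Cyclin D1 and cyclin E1 rose with *B. breve*, cullin 1 rose with both bacteria, and *CDKN1C* fell to the same level with both.

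CCND1 averaged 9.17 (standard deviation 0.18) in cells alone, 9.61 (0.31) with *L. casei* and 10.3 (0.12) with *B. breve* (log2, n = 3 arrays each). It rose by 1.17 log2 units with *B. breve* (standard error 0.15, limma adjusted p = 1.12e-04). Its difference of 0.45 with *L. casei* did not pass the test on this probe set (limma adjusted p = 0.0761), but passed it without *L. casei* replicate 3 (limma adjusted p = 0.0270), with array weights (0.0262), with the mean of its probe sets (0.0107) and on the other probe set of the gene (0.49, adjusted p = 0.0040). CCNE1 averaged 8.71 (0.05), 8.76 (0.17) and 9.29 (0.16), and rose by 0.58 with *B. breve* (standard error 0.11, limma adjusted p = 0.00186) with a difference of 0.04 with *L. casei* (limma adjusted p = 0.882).

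CUL1 rose with both bacteria, from 8.69 (standard deviation 0.15) to 9.26 (0.12) with *L. casei* and 9.82 (0.10) with *B. breve*. The changes were 0.57 (limma adjusted p = 0.00469) and 1.13 (adjusted p = 1.27e-05) log2 units with a standard error of 0.11, and no single array carried either call. Of 12 SCF genes CUL1 alone rose with *L. casei*, while with *B. breve* 2 rose and 1 fell, the last being SKP2 (-0.71), the receptor that brings p27 to the ligase. CDKN1C averaged 8.81 (0.42) in cells alone, 7.80 (0.16) with *L. casei* and 7.81 (0.07) with *B. breve*. It fell by 1.01 with *L. casei* (2.01-fold, limma adjusted p = 0.00255) and 1.00 with *B. breve* (2.00-fold, limma adjusted p = 8.05e-04), with a standard error of 0.17. Among further CDKN1C probe sets, the one of Table S2 fell by 0.94 and 0.84 and the one with the largest change by 1.40 and 1.44. The spread of the single arrays is drawn for these genes.

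**Figure D3:**
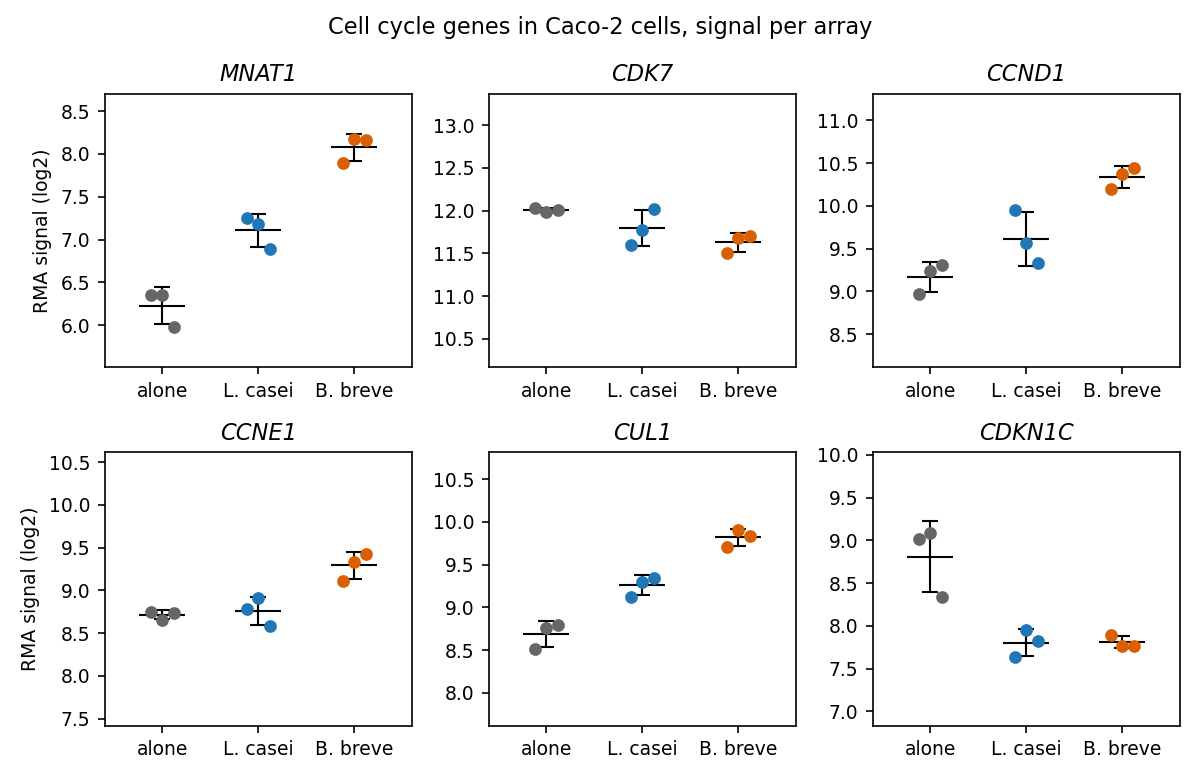
Log2 signal of 6 cell cycle genes on each array (dots) with the group mean and standard deviation, for Caco-2 cells alone, with *L. casei* and with *B. breve* (n = 3 arrays per group, each panel spanning 3.2 log2 units). CUL1 steps up from 8.69 to 9.82, and CDKN1C drops from 8.81 to 7.81.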

Genes involved in controlling the G1/S transition of the mitotic cell cycle, such as cyclin D1, cyclin E1 and cullin 1 were up-regulated by *B. breve*, p57 (cyclin-dependent kinase inhibitor 1C, Cdkn1c, Kip2) was down-regulated by the two strains with a fold-change of 3. These *in vitro* data indicated that *L. casei* and *B. breve* had the capacity to affect the epithelial proliferative compartment thus significantly impacting epithelial homeostasis.

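In the crypt, Wnt signalling keeps stem and progenitor cells dividing, and cells that leave the crypt stop dividing and switch on enterocyte genes. With *B. breve*, Caco-2 cells had more of the stem cell marker LGR5 and of the Wnt target CD44, and less sucrase-isomaltase. CD44 also rose and sucrase-isomaltase also fell with *L. casei*. Other enterocyte markers moved both ways with *B. breve*, as did mitotic genes.

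Of 16 stem cell and Wnt target genes, 4 rose and 1 fell with *L. casei* and 6 rose and 2 fell with *B. breve* at a limma adjusted p under 0.05 (5 and 1, and 6 and 2, adjusted over the list alone). With *B. breve*, LGR5, the receptor that marks crypt stem cells, rose by 1.82 log2 units (standard error 0.25, n = 3 arrays per group, limma adjusted p = 1.96e-04), CD44, a hyaluronan receptor and Wnt target, by 1.44 (standard error 0.16), and RNF43, which dampens Wnt receptors, by 0.83. APC, whose usual role is to destroy beta-catenin, fell by 0.92, and its change was -0.99 to -0.39 across 19 alternatives, with 0 calls lost. CD44 and APC passed the test with *L. casei* too. Their changes with *L. casei* were 0.54 to 0.85 and -0.52 to -0.30 across the alternatives, with the call lost under 5 and 4 of 19. LGR5 did not pass the test with *L. casei* (0.65, limma adjusted p = 0.128), though it did without Caco-2 alone replicate 3 (adjusted p = 0.00803), with the replicate block (0.0383), with array weights (0.00593) and with the ribosomal RNA covariate (0.0207). The camera test of limma called the list with neither bacterium (adjusted p = 0.0676 and 0.0772; adjusted p = 0.568 and 0.638 with an estimated correlation). It called the list upward with both when all probe sets of a gene were averaged (limma adjusted p = 0.0335 and 0.0208) and without Caco-2 alone replicate 3 (0.0455 and 0.0478). With *L. casei* it also did so without dim probe sets (0.0412), with an intensity trend (0.0469), with array weights (0.0462), without *L. casei* replicate 1 (0.0451) and with the ribosomal RNA covariate (0.0403), and with *B. breve* without its replicate 1 (0.0284) and without all replicate 1 arrays (0.0450).

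Of 40 enterocyte genes, 2 rose and 2 fell with *L. casei* and 9 rose and 6 fell with *B. breve*, with the same counts adjusted over the list alone. SI, the brush border sucrase-isomaltase, fell by 1.76 and 2.83 log2 units (standard error 0.39), and CA2, a carbonic anhydrase of enterocytes, fell by 1.15 with *B. breve*. CA2 also passed the test with *L. casei*, at -0.75 to -0.51 across 19 alternatives, with the call lost under 1. CDX2, the factor that sets intestinal identity, rose by 0.82 with *B. breve*. Of 28 goblet, Paneth and enteroendocrine genes, 1 rose and 2 fell with *L. casei* and 4 rose and 2 fell with *B. breve*. Among mitotic genes the spindle motor gene KIF11 rose by 1.20 and 1.32, while with *B. breve* HMMR, a spindle assembly factor, fell by 0.94, and MKI67, the proliferation antigen Ki-67 (chosen after its values were seen), fell by 0.51. The paper takes its Caco-2 data on cell cycle genes to mean that both bacteria can act on the dividing part of the epithelium and so on its balance. Cell numbers and cycle phases were not measured on these arrays. The paper describes Caco-2 as a cancer line with mutations in its cell cycle checkpoints. Whether the genes named for these arrays keep their usual roles in it was not tested.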

**Figure 1:**
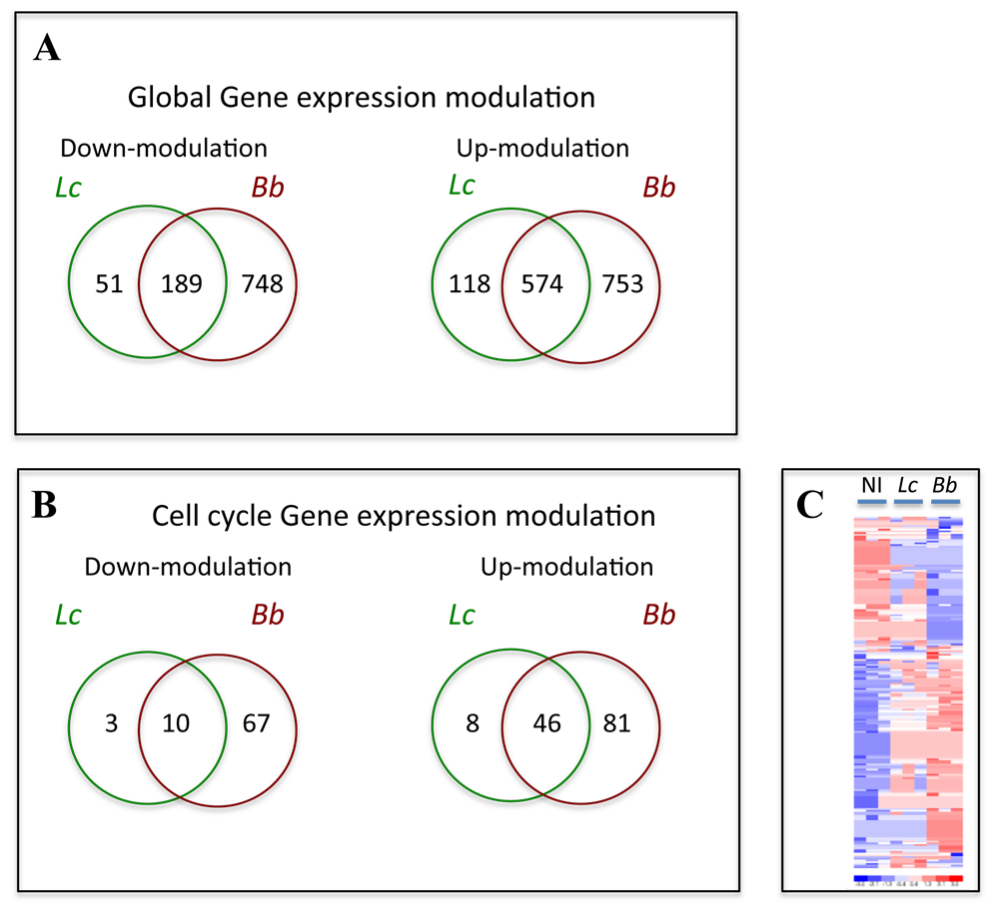
Caco-2 cells gene expression. After co-culture of Caco-2 cells with *L casei* and *B. breve* and hybridization on Human U133A genechip, results were normalized with RAM and analysis was performed using dChip software as described in material and method section. Significantly modulated genes (fold change >1,75 and p-value <0,05) are shown. Numbers indicate the modulated genes. A: global gene expression modulation; B: cell cycle gene expression modulation; C: Hierarchical clustering of cell cycle gene expression was performed using dChip software with Euclidian distance and average as a linkage method. Before clustering, expression values for one gene across all samples were standardized to produce a mean of zero. Increased or decreased values were then compared with that mean. Red and blue colors represent expression that is higher or lower than the mean value, respectively. The key for intensity of expression is indicated under the bar. See Table S2 for the corresponding fold change and p-value of cell cycle modulated genes.

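Cultures with a bacterium resembled each other more than the cells alone in their cell cycle genes. Among these genes, MYC and CCND2, which promote entry into the cycle, were higher with both bacteria, and MNAT1 was highest with *B. breve*. The G1/S, replication and mitosis genes together made up most of the 219 cell cycle genes used for the distances.

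On these genes, centred to a mean of zero, Euclidean distance and average linkage placed all 9 arrays with their own group. The cells alone split off first, and the co-cultures then divided into *L. casei* and *B. breve*. The mean distance between arrays was 9.43 from cells alone to *B. breve*, 6.87 from cells alone to *L. casei* and 5.23 between the bacteria. Within groups it was 3.84 for cells alone, 3.12 for *L. casei* and 3.46 for *B. breve* (n = 3 arrays per group). At a fold change above 1.75 and an unadjusted p under 0.05, 11 of the 219 genes were higher and 3 lower with *L. casei*, and 20 were higher and 13 lower with *B. breve*.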

### *L. casei* Down-regulates Cyclin E1 While *B. breve* Down-regulates Cyclin D1 and Cyclin E1 Gene Expression *in vitro*

To elucidate the mechanisms by which bacterial symbionts affect cell cycle-related gene expression in the epithelium, we switched from the Caco-2 human cancer cell line which has mutations in cell cycle check point systems [13], to the non-cancerous transformed murine intestinal crypt cell line m-ICcl2 [14]. m-ICcl2 cells were co-cultured at 40 to 50% confluence with the *L. casei* strain Shirota and the *B. breve* strain Yakult at a MOI of 100. Real-time PCR with cell cycle-related gene targeted primers was performed and the results are shown in Fig. 2. Interestingly, the responses of m-ICcl2 cells differed between *L. casei* and *B. breve*: *L. casei* down-regulated the expression of the cyclin E1 gene, whereas *B. breve* down-regulated the expression of cyclin D1 and cyclin E1 genes, both of which playing a key role in the regulation of the G1/S check point. When time course experiments were performed (2, 4, 8, 16 hours), slight gene expression modulation began to appear after 8 hours. In contrast, the level of gene expression of Cdkn1a (p21), Cdkn1b (p27) and Cdkn2c (p18) remained unchanged. Expression of the p53 gene was reduced to 0.73±0.12, in co-culture experiments with *L. casei*, and to 0.35±0.02 in co-cultures with *B. breve*. These two bacterial strains induced a slight up-regulation of expression of Cdkn2d (p19) and Cdkn1c (p57) which encode two major cyclin-dependent kinase inhibitors. Interestingly the type strain of *L. casei* (CIP 107868, ATCC 334) also induces the same gene expression modulation, indicating a common feature among different isolates of this lactic acid bacteria (data not shown).

**Figure 2:**
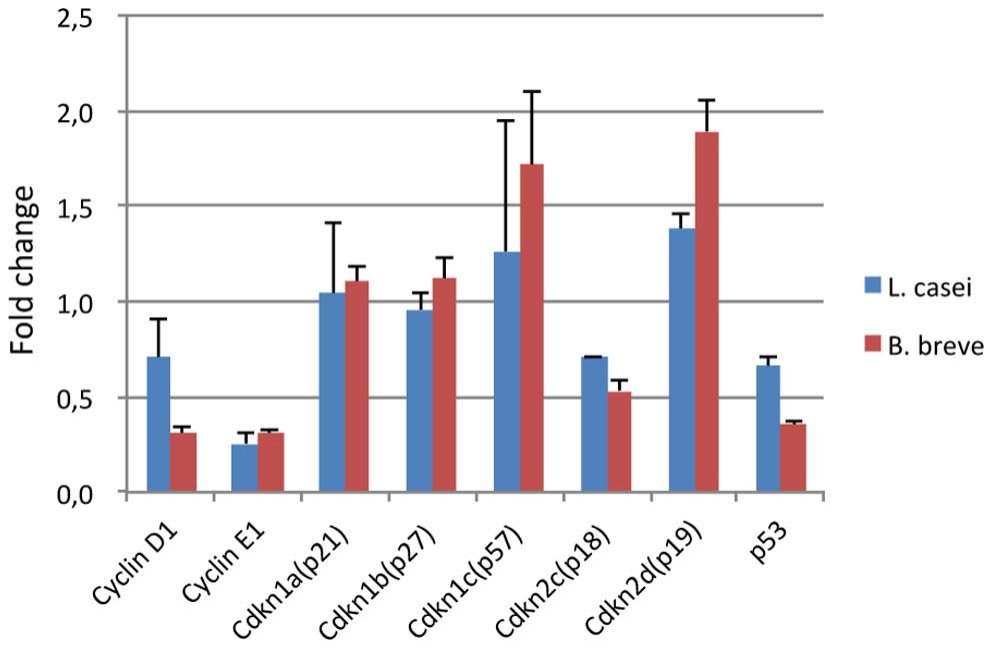
Fold change of gene expression after overnight co-culture of m-ICcl2 with *L.casei* and *B.breve*. qRT-PCR was analyzed by the ddCt method using m-ICcl2 alone and GAPDH as reference.

### *L. casei* and *B. breve* Induce Increased Expression of Differentiation Genes in m-ICcl2 Cells

*L. casei* and *B. breve* not only down-regulated cell cycle gene expression, but also induced an increased in expression of genes encoding proteins that characterize a state of higher IEC differentiation. Among these genes, two were particularly induced: the gene encoding the poly-Ig receptor, involved in the uptake and transport of dimeric IgAs [15]–[17] was up-regulated by a factor of 2,48±0,40 and 2,01±0,47 by *L. casei* and *B. breve* respectively. and the gene encoding intestinal alkaline phosphatase, another key differentiation marker of maturation of the digestive capacities of the brush border, up-regulated during IEC differentiation [18], was increased by 3,63±0,44 and 2,67±0,23 following co-culture of m-ICcl2 with *L. casei* and *B. breve* respectively.

### Soluble Factors are the Causative Effectors of Changes in Cell Cycle-related Gene Expression

In order to identify the bacterial effectors that modulate the expression of cell cycle related genes, conditioned medium, heat-treated bacteria, and sonicated bacteria were prepared as described in the experimental procedures. *L. casei*- and *B. breve*-conditioned media showed effects similar to living bacteria, whereas heat-treated or sonicated bacteria showed no effect on the transcription of the cyclin genes (Fig. 3). These observations indicate that the cells were affected by media conditions and/or soluble bacterial factors and that Microbial-Associated Molecular Patterns (MAMPs) and bacteria-cell contact did not account for the down-regulation of cell cycle genes expression. Additional experiments with heat-treated CM and amicon filtrated CM used as inducers indicated that the effectors were heat-stable, and their molecular weight was less than 3 kDa (data not shown).

**Figure 3:**
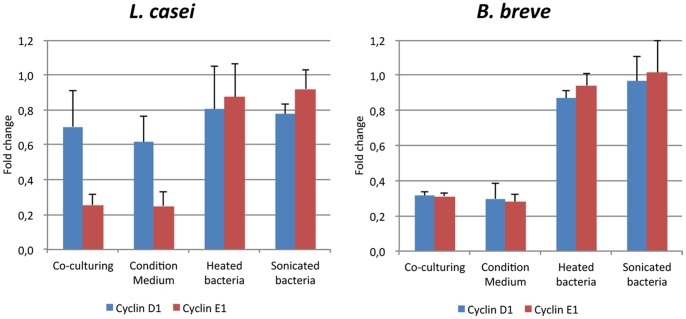
Identification of effectors that affect m-ICcl2 cell cycle related gene. qRT-PCR was analyzed by the ddCt method using m-ICcl2 alone and GAPDH as reference.

### Identification of Acetate and Lactate as Regulators of Cyclin D1 and Cyclin E1 Gene Expression

According to these results, we hypothesized that lactate and/or acetate produced as a result of fermentation by *Lactobacillus* and/or *Bifidobacterium* could be the relevant effectors. Indeed, HPLC analysis showed that 18 mM lactate was detected in the *L. casei*-conditioned medium, while 14 mM acetate, 6 mM lactate, and 1 mM formate were measured in *B. breve*-conditioned medium. Butyrate and propionate were not detected in these conditioned media. The effects of lactate and acetate on cyclin D1 and cyclin E1 gene expression were evaluated through the addition of acetate, lactate, sodium acetate, or sodium lactate to the culture medium. As hypothesized, down-regulation of cyclin E1 was observed in the presence of lactate, whereas cyclin D1 was down-regulated by acetate at pH 6.4 (Fig. 4). We then evaluate the effects of pH by adding sodium acetate and sodium lactate to the culture medium. As a result, the down-regulation of cyclin E1 gene expression by lactate was not observed at pH 7.2, indicating that it was induced by acidic pH rather than by the lactate molecule itself. Down-regulation of cyclin D1 by acetate was still observed at pH 7.2, but the effect was not as marked as that obtained at a lower pH.

**Figure 4:**
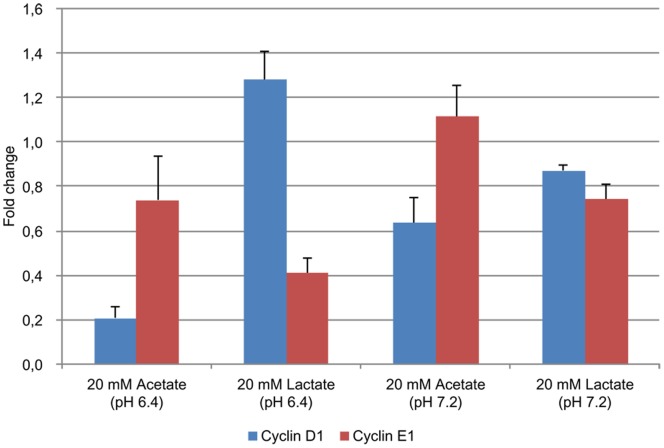
Impact of acetate and lactate on m-ICcl2 cyclin D1 and cyclin E1 gene expression. qRT-PCR was analyzed by the dδCt method using m-ICcl2 alone and GAPDH as reference.

As the monocarboxylate transporter MCT1 transports lactate into cells [19], we inhibited its expression by siRNA transfection in order to see if silencing could reverse the down-regulation of cyclin E1 gene expression induced by *L. casei*-produced lactate. Even with a down-regulation of MCT1 gene expression in m-ICcl2 cells with a fold change of 5,89 after MCT siRNA transfection versus a fold change of 1,08 after control siRNA transfection, the down-regulation of cyclin E1 induced by *L. casei* was still observed (with a equal fold change of 11 after transfection with MCT1 siRNA or control siRNA), indicating that silencing this main lactate transporter was not enough to block the effect of *L. casei* on cyclin E1, thus confirming the primary role of the acidic pH in the regulatory process.

### Acetate and Lactate Induce Cell Proliferation Arrest in a Concentration- and pH-dependent Manner

To decipher whether or not the down-modulation of cyclins gene expression was accompanied by cell growth arrest, m-ICcl2 cells were seeded at 10^5^ per well and incubated for 3 days at various pH, with or without 20 mM acetate or lactate added to the medium. As shown in Fig. 5A, though the growth of m-ICcl2 cells was similarly arrested by the decrease of the pH or by the presence of lactate, acetate induced a cell growth arrest significantly different than that caused by pH changes alone, at 20 mM. Indeed from pH 7 to pH 6.5 we observed a proliferation decrease of 40% in the presence of 20 mM acetate. The effect of acetate was clearly concentration dependent as 5.10^5^ cells were counted at pH 7 in wells containing 20 mM acetate, and 7.10^5^ and 8.10^5^ cells were counted in wells containing cells with or without 10 mM acetate. This result correlated with the occurrence of a decreased level of cyclin D1 gene expression, which was not down-regulated by acidic pH alone, but was down-regulated in a pH-dependent manner in 20 mM acetate (Fig. 5B). Whereas for cyclin E1 the down-regulation observed was mainly due to a pH effect following acidification of the medium by the bacteria (Fig. 5C).

**Figure 5:**
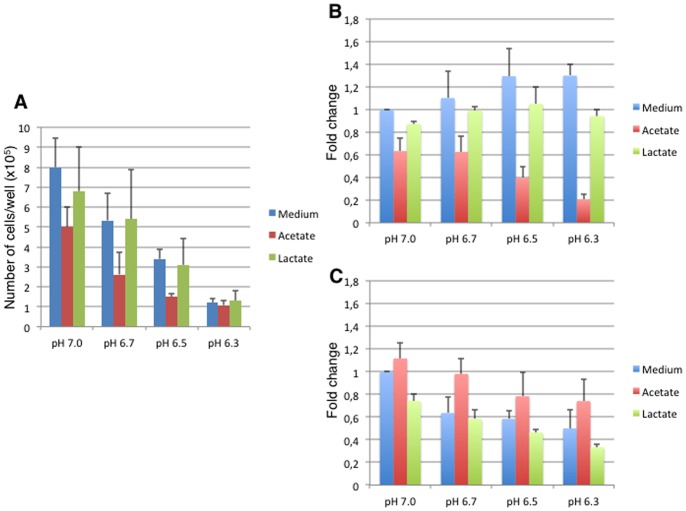
Acetate induces cell proliferation arrest in a concentration & pH dependent manner. A: Number of m-ICcl2 per well after incubation at different pH with 20 mM of SCFA. Number represent cell counts (x10^5^) per well. B-C: qRT-PCR of cyclin D1 (B) and cyclin E1 (C) gene expression after incubation of m-ICcl2 with or without 20 mM acetate or lactate at different pHs. qRT-PCR was analyzed by the dδCt method using m-ICcl2 alone and GAPDH as reference.

Analysis of cyclin D1 and E1 expression at the protein level by Western blot clearly validated the former results. Cyclin D1 was slightly diminished at pH 6.3, acetate clearly down-regulated its level below pH 6.7, whereas the level of cyclin E1 decreased at lower pH (Fig. 6).

**Figure 6:**
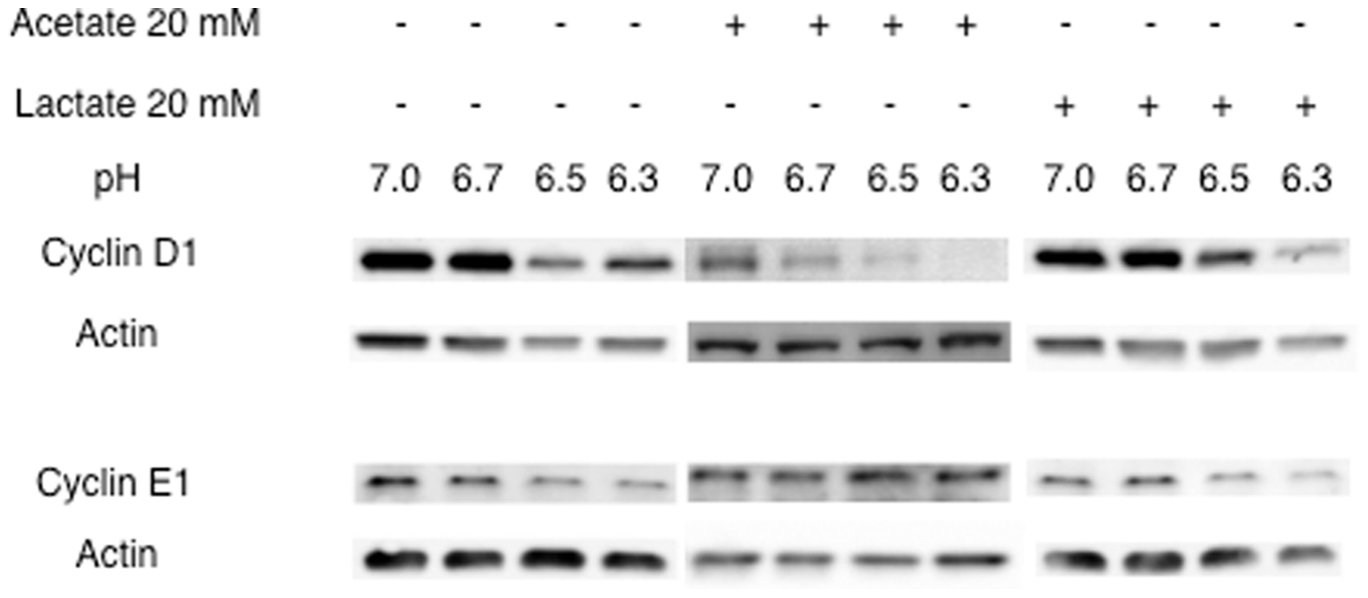
Acetate and pH induces respectively a down-regulation of cyclin D1 and cyclin E1 proteins. Western blots were performed after 16 hr co-culture of m-ICcl2 cells with 20 mM of acetate and lactate at different pHs. For the detection of cyclin E1, cells were synchronized by a double thymidine block treatment prior co-culture as described in material and methods section.

## Discussion

Regulation of the cell cycle is a growing theme in microbial pathogenesis, but has yet to be significantly addressed in the context of symbiotic relationships. In microbial pathogenesis many bacterial effectors called cyclomodulins were described as modulators of the eukaryotic cell cycle [20], [21]. *Bacillus anthracis* and *Bordetella pertussis* secrete adenylate cyclase toxins and *Escherichia coli* produce subtilase cytotoxin that induce arrest of macrophage proliferation by inducing a reduction of the amount of cyclin D1 [22], [23]. Colibactin and cycle inhibiting factor (Cif) produced by enteropathogenic *E. coli* induce a cell-cycle arrest [24]–[26]. The IpaB effector secreted by *Shigella* inhibits mitosis [27]. Interestingly, two effectors secreted by *Helicobacter pylori* induce opposite effect on epithelial gastric cells. Whereas the vacuolating cytotoxin (VacA) inhibits cell proliferation through a p53-dependent pathway [28], the cytotoxin-associated gene A (CagA) protein increases cyclin D1 expression, thereby inducing cell progression from the G1 to S phase [29]. Bifidobacteria and lactic acid bacteria including *L. casei*, can be used as *bona fide* models of symbionts to study how the microbiota affects the homeostasis of the intestinal epithelium. These bacteria also fall within the category of ‘probiotics’, due to certain immunomodulatory properties, and to a capacity to protect against certain infectious and inflammatory conditions of the gut. Some data also suggest a protective effect against oncogenesis [30], [31]. Following our initial demonstration that *L. casei* was able to protect against the potent pro-inflammatory properties of *S. flexneri* [12], we decided to pursue an unbiased study of the effect of *L. casei* and *B. breve in vitro* on IEC by analyzing the alteration in gene expression profiles observed upon co-culture of Caco-2 cells with these two species, using GeneChip technology. 

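By the mean size of their change, but not by the share that passed the test, cell cycle genes as a set stood out from random genes of the same brightness. That comparison does not allow for genes that move together between replicate arrays. CDK inhibitors and G1/S genes ranked near the top by size of change with both bacteria, as did genes of early growth signals. The joint list of amino acid and unfolded protein response genes, called the amino acid response here, ranked at the top with *L. casei* only. Genes of low oxygen ranked near the top with *B. breve*. Ubiquitin ligases of the cell cycle ranked near the bottom. DNA damage and repair genes moved in both directions.

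Ranked by mean absolute log2 change among 31 lists, CDK inhibitors came 3 and G1/S genes 4 with both bacteria. With *L. casei* the amino acid response came 1, immediate-early genes 2, hypoxia 9, mitosis 10, GADD45 and p53 targets 11, DNA replication 12, the CDK-activating kinase 16, DNA damage and repair 17, the SCF ligase 25 and the anaphase-promoting complex 26. With *B. breve* immediate-early genes came 1, hypoxia 2, GADD45 and p53 targets 8, the CDK-activating kinase 10, the amino acid response 11, DNA damage and repair 14, DNA replication 17, mitosis 18, the SCF ligase 23 and the anaphase-promoting complex 24. Of the 219 cell cycle genes, 24.7% passed a limma adjusted p under 0.05 with *L. casei*, against 14.1% of other genes, and 47.0% against 31.6% with *B. breve*. Because brighter genes are called more easily, 10000 random lists matched on signal were drawn after the data were seen. Matched on signal alone, they allow neither for genes that move together nor for spread between replicates. In other splits of the *B. breve* comparison the median reached 0.291 in size for replication and 0.251 for mitosis, against real sizes of 0.164 and 0.0198. The random lists averaged 21.0% with *L. casei* and 45.9% with *B. breve*, which put the cell cycle genes at percentiles 89.9 and 60.8 of the random lists. By mean absolute change the cell cycle genes stood further out, at 0.299 against 0.242 log2 units (percentile 99.9) and 0.441 against 0.381 (percentile 99.1). The 9 lists differed in this. With *B. breve* G1/S genes (percentile 99.5) and CDK inhibitors (98.1) lay highest. DNA replication lay at 61.15, mitosis at 58.0, the SCF ligase at 31.7 and the anaphase-promoting complex at 16.8. With *L. casei* G1/S genes lay at 99.98, CDK inhibitors at 99.3, mitosis at 96.2 and DNA replication at 90.1. The SCF ligase lay at 11.1 and the anaphase-promoting complex at 6.17 with that bacterium.

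Of 44 DNA damage checkpoint and repair genes, 5 rose and 5 fell with *L. casei* and 15 rose and 12 fell with *B. breve* (11 and 5, and 18 and 14, adjusted over the list alone). RAD9A, a clamp that signals damaged DNA, fell by 0.59 and 0.78 log2 units (standard error 0.09, n = 3 arrays per group). Its partner RAD1 rose by 0.86 with *B. breve* (limma adjusted p = 2.27e-04), and LIG3, a DNA ligase of single-strand repair, fell by 0.93. PPM1D, the phosphatase that switches off p53 signalling, fell by 0.67 and 1.48 with *L. casei* and *B. breve*. Of 12 genes of the anaphase-promoting complex, which ends mitosis, 2 rose with *L. casei* and 1 rose and 3 fell with *B. breve* (2 and 0, and 3 and 5, adjusted over the list alone), and its subunit gene ANAPC10 fell by 0.78 with *B. breve* (limma adjusted p = 0.00184).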

Unexpectedly, analysis of the data indicated that key effectors of the cell cycle like cyclin D1, cyclin E1, growth arrest and DNA damage, and cullin 1, were the primary targets of the transcriptional modifications imposed on these tumor cells.

Based upon this preliminary evidence which indicates that the cell cycle may be modulated by symbiotic microorganisms, we decided to confirm the observation in a transformed but non tumor cell line, and to identify the relevant bacterial effector (s).

We selected the murine small intestinal crypt cell line m-ICcl2 which is well adapted to study microbial cell interactions [16], [32] allowing future experimental work *in vivo*. Hence m-ICcl2 cells were co-cultured with *L. casei* and *B. breve*. Real-time PCR with primers targeted to cell cycle genes showed that *L. casei* also down-regulated gene expression of cyclin E1, whereas *B. breve* down-regulated cyclin D1 and E1 gene expression, both cyclins being essential as G1/S check points. We then identified acetate and/or lactate as potential primary effectors inducing transcriptional repression of the cyclin D1 and cyclin E1 genes. These data were confirmed at the protein expression level.

Fermentation metabolites of the intestinal microbiota such as SCFAs play an important role in the gut physiology [33], [34]. Acetate, propionate and butyrate as fermentation end products are assimilated by the mammalian host. The concentration and composition of SCFAs vary among individuals. SCFA concentration in the lumen is in the range of 70–130 mM [35], with molar ratios of acetate:propionate:butyrate varying from approximately 75∶15∶10 to 40∶40∶20 [36]. It has been estimated that SCFAs can contribute to about 10% of the total caloric requirements in humans [37]. In addition to its role as a fuel, butyrate is notable for its function as an inhibitor of histone deacetylases, leading to hyperacetylation of chromatin, thereby influencing gene expression [38]. Concerning the effect of lactate, when the SCFA transporter MCT-1 was silenced using siRNA, no change in the down-regulation of cyclin E1 by *L. casei* was observed, indicating that the observation in this study was not due to the transport and possible use of lactate as dominant carbon source in cells exposed to *L. casei* or *B. breve*. The effect of lactate and acetate on gene expression in IEC has not been reported in comparison to butyrate on epithelial growth and differentiation [39]. More recently, Fukuda et al [40] showed that a luminal increase in acetate concentration induces a protective effect against a lethal infection by *E. coli* O157 through the inhibition of the translocation of Shiga toxin. The mechanism remains to be characterized.

Although further investigation is needed to clarify the detailed molecular pathways involved in cell cycle control by *L. casei* and *B. breve*, our results indicate that the effects of symbiotic bacteria on the gut epithelium vary among the species of symbionts studied and that the nature and balance of the organic acids they produce may play a dominant role by variably regulating epithelial proliferation. Our results also reveal that the biological effect of these organic acids is largely mediated by the acid environment they provide to exposed cells. In our attempt to identify the molecular mediators of the symbiotic interactions established between the microbiota and the epithelium, the cellular response to acid pH stress thus turns out to be a key element of the cross talk with lactobacillaceae. How cells cope and regulate acidity is a well-studied theme, particularly in the intestinal epithelium and the renal tubular epithelium [41]. On the other hand, little is currently available in the literature on how cells respond at the transcriptional, translational and post-translational level to prolonged exposure to low pH [42]. Cell cycle arrest appears to be a dominant element in the cellular response, as a possible mean to minimize the extent of possible alterations imposed on a proliferating cell population. More fundamental work is needed to address this issue and its *in vivo* relevance and consequences needs further analysis.

The SCFA-induced expression of cell cycle regulators such as p19, p57, and the transcriptional factor GATA-2 that represses the expression of cyclins, including cyclin D1 and also the concomitant induction of cell differentiation indicate that these symbionts impose a complex interplay with the epithelium where intricate mechanisms controlling the cell cycle and mechanisms stimulating cell differentiation. These results are the basis for future *in vivo* studies which shall confirm the extent to which colonization of the gut mucosa by *L. casei* and *B. breve* affect the homeostasis of the epithelium.

## Materials and Methods

### Preparation of Epithelial Cell

The human intestinal epithelial cell line (IEC) Caco-2 that is derived from a colonic carcinoma was used in this study [43]. Cells were grown in an incubator at 37°C, 10% CO_2_, in Dulbecco’s modified Eagle’s medium supplemented with 10% inactivated fetal calf serum (Life Technologies), 1% non-essential amino acid, and antibiotics (penicillin-streptomycin, respectively, 100 units/ml and 100 µg/ml). Before co-culture with bacteria, cells were washed in Dulbecco’s modified Eagle’s medium without serum and incubated without antibiotics at 37°C for 2 h in the same medium.

The murine IEC line m-ICcl2 [14] was maintained at 37°C in a 5% CO_2_/95% air atmosphere in HAMF’12/DMEM (Gibco, NY, USA, v/v) containing the following reagents (Sigma): insulin (5 µg/ml), dexamethasone (5×10^−8^ M), selenium (60 nM), transferring (5 µg/ml), triiodothyronine (10^−9^M), EGF (10 ng/ml), hepes 20 mM, glutamine 2 mM, D-glucose (0.22%) and inactivated fetal calf serum (2%). 6 well plates were pre-treated with rat tail collagen (100 µg/ml) as described elsewhere [16]. Cells were seeded at 1.0×10^5^ cells/well in 2 ml of medium on a 6-well plate.

After overnight-incubation of m-ICcl2 with bacteria, cells were recovered from wells with trypsin, centrifuged and counted using a Malassez chamber. Occasionally, m-ICcl2 cells were synchronized by a double thymidine block treatment (final concentration of 25 mM), released into fresh medium, and treated with test medium for 16 hr after released.

### Bacterial Culture, Co-culture Experiments, and Conditioned Cell Culture Media (CM) Preparation

*Lactobacillus casei* strain Shirota or DN-114 001 and *Bifidobacterium breve* strain Yakult or DN-156 007 were cultured at 37°C in MRS broth (Difco, Detroit, USA) and GAM broth (Nikken Seiyaku, Tokyo, Japan), respectively. Bacteria in stationary growth phase were harvested by centrifugation (5 min at 12,000 rpm), washed twice with PBS buffer (pH 7.2), and resuspended in the growth medium of m-ICcl2 cells. Two days after seeding, cells were co-cultured at different time-point with 2.10^7^ *L. casei* or *B. breve* (Multiplicity Of Infection: 100). Results indicate 16 hr co-culture experiments. Following the incubation, culture supernatants were collected, and pH and bacterial concentration were measured. To identify specific effectors, the bacteria were incubated in m-ICcl2 medium for 16 h, bacterial pellets were collected, either sonicated or heat treated, resuspended in medium, and used as the bacterial components. Medium supernatants were filtered (pore size; 0.22 µm) and used as conditioned medium (CM). For the determination of short-chain fatty acids (SCFA), 270 µl of the medium was mixed with 30 µl of 10% HClO_4_ and incubated at 4°C overnight. The samples were centrifuged for 5 minutes at 14,000 g, filtrated with Centri-Cut (Kurabo, Osaka, Japan), and subjected to HPLC system (Waters, USA) with Rspak KC-811 column (Showa Denko K.K., Tokyo) equipped with 432 electro-conductivity detector (Waters, USA) as previously described [44].

### GeneChip Hybridization and Statistical Analysis

Caco-2 cells were incubated overnight with or without bacteria at a MOI of 100. Three biological replicates were performed for each experimental condition. Following washing in cold phosphate-buffered saline, cells were lysed, and the total RNA was extracted by RNeasy Mini kit (Qiagen, Valencia, CA). Integrity and purity of RNA was checked by spectrophotometry and capillary electrophoresis using the Bioanalyzer 2100 and RNA 6000 LabChip kit from Agilent Technologies (Palo Alto, CA). cDNA was synthesized using Superscript Choice system (Invitrogen). Biotin-labeled-cRNA was then synthesized with the Enzo BioArray High Yield RNA transcript labeling kit (Enzo Biochem, New York, NY). After purification with Rneasy columns (Qiagen), 12.5 µg of fragmented cRNA was hybridized to an HG-U133A array (Affymetrix), and the chips were automatically washed and stained with streptavidin-phycoerythrin using a fluidics station. Finally, the arrays were scanned at 570 nm with a resolution of 3 µm/pixel, using a GeneArray scanner from Agilent Technologies. Preprocessing by Robust Multichip Average (RMA) was applied to process individual probe values (perfect match) and to generate summary values for each probe set (transcript) [45]. The dChip software was used for comparative analysis and for hierarchical clustering with Euclidean distance and average as a linkage method [46]. Before clustering, expression values for one gene across all samples were standardized to produce a mean of zero. Increased or decreased values were then ranged compared with that mean. For the analysis step, redundant probe set were removed. Data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE37369.

### RNAs Isolation and Quantitative Real-time PCR

Total RNA was extracted from m-ICcl2 cells by using RNeasy Mini Kit (Qiagen) according to the manufacture’s instruction. A 2-µg aliquot of total RNA was reverse-transcribed using Oligo (dT) 15 Primer (Promega), RNASIN (Promega), and Superscript II (Invitrogen, Carlsbad, CA, USA). Primers used for qRT-PCR are described in Table S3. qRT-PCRs were carried out in a 15 µl volume containing 6 µl of cDNA (diluted at 1/100), specific primers (0.2 µM each), and 7.5 µl of Power SYBR Green mix (Applied Biosystems). The thermal cycling conditions were 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C and 1 min at 60°C, using Applied Biosystems 7900HT. All reactions were performed in duplicate. Relative quantification of gene expression was performed using the comparative Ct method [47]. Results were normalized using the glyceraldehyde 3-phosphate dehydrogenase (GAPDH) housekeeping gene.

### MCT1 Silencing

m-ICcl2 cells were transfected with MCT1 siRNA (sc-40114, Santa Cruz), a pool of 3 target-specific 20–25 nt siRNAs or with control siRNA-A (sc-37007, Santa Cruz) following manufacturer’s instruction using siRNA transfection reagent (sc-29528, Santa Cruz). The day after transfection, cells were co-cultured o/n with or without *L. casei* at a MOI of 100, and after RNA extraction, qRT-PCR was done with MCT-1 and Cyclin E1 primers.

### Western Blot Analysis

Treated cells were lysed by the addition of 200 µl of Laemmli solution [48]. After heating for 5 min at 90°C, 10 µl of lysate was loaded in a 10% acrylamide SDS-PAGE. After migration, proteins were transferred onto Hybond N^+^ (Amersham) by semidry blotting method. After blocking with 5% milk in PBS, the membrane was incubated overnight with anti-cyclin D1/bcl-1 Ab-3 (Thermo, 1/500), cyclin E1 M-20 (Santa Cruz, 1/500), or anti-actin (Sigma-Aldrich, 1/1000) in PBS. Membranes were washed in PBS/Tween 0,1% and incubated with a peroxidase-labeled secondary antibody (1/1000) for 1 h. After washing, membranes were incubated for 5 min with ECL chemiluminescence reagent (Amersham Biosciences). Acquisitions were performed with a Molecular Imager ChemiDoc XRS System (Bio-Rad) or LAS 3000 (Fujifilm).

## Supporting Information

Table S1 Human intestinal Caco-2 cells transcriptional profiling with the Affymetrix GeneChip technology. SLR value indicates the difference in Log_2_ between the signals of Caco-2 cultivated with bacteria (*L. casei* or *B. breve*) and Caco-2 cells alone and their associated p-values.
(XLS) Click here for additional data file.

Table S2 Genes encoding key factors of the cell cycle were affected by *L. casei* and *B. breve* co-culturing. SLR value indicates the difference in Log_2_ between the signals of Caco-2 cultivated with bacteria (*L. casei* or *B. breve*) and Caco-2 cells alone and their associated p-values.
(XLS) Click here for additional data file.

Table S3 Primers used for qRT-PCR in this study.
(DOCX) Click here for additional data file.

## References

[1] CostelloEK, LauberCL, HamadyM, FiererN, GordonJI, et al (2009) Bacterial community variation in human body habitats across space and time. Science 326: 1694–1697.1989294410.1126/science.1177486PMC3602444

[2] PédronT, SansonettiPJ (2008) Commensals, bacterial pathogens and intestinal inflammation: an intriguing ménage à trois. Cell Host Microbe 3: 344–347.1854121010.1016/j.chom.2008.05.010

[3] SekirovI, RussellSL, AntunesLC, FinlayBB (2010) Gut microbiota in health and disease. Physiol Rev 90: 859–904.2066407510.1152/physrev.00045.2009

[4] KauAL, AhernPP, GriffinNW, GoodmanAL, GordonJI (2011) Human nutrition, the gut microbiome and the immune system. Nature 474: 327–336.2167774910.1038/nature10213PMC3298082

[5] KeeneyKM, FinlayBB (2011) Enteric pathogen exploitation of the microbiota-generated nutrient environment of the gut. Curr Opin Microbiol 14: 92–98.2121568110.1016/j.mib.2010.12.012PMC3039043

[6] SavageDC, SiegelJE, SnellenJE, WhittDD (1981) Transit time of epithelial cells in the small intestines of germfree mice and ex-germfree mice associated with indigenous microorganisms. Appl Environ Microbiol 42: 996–1001.719842710.1128/aem.42.6.996-1001.1981PMC244145

[7] HooperLV, WongMH, ThelinA, HanssonL, FalkPG, et al (2001) Molecular analysis of commensal host-microbial relationships in the intestine. Science 291: 881–884.1115716910.1126/science.291.5505.881

[8] FaithJJ, ReyFE, O’DonnellD, KarlssonM, McNultyNP, et al (2010) Creating and characterizing communities of human gut microbes in gnotobiotic mice. ISME J 4(9): 1094–1098.2066455110.1038/ismej.2010.110PMC2927777

[9] Tlaskalová-HogenováH, StěpánkováR, KozákováH, HudcovicT, VannucciL, et al (2011) The role of gut microbiota (commensal bacteria) and the mucosal barrier in the pathogenesis of inflammatory and autoimmune diseases and cancer: contribution of germ-free and gnotobiotic animal models of human diseases. Cell Mol Immunol 8: 110–120.2127876010.1038/cmi.2010.67PMC4003137

[10] Rakoff-NahoumS, MedzhitovR (2008) Innate immune recognition of the indigenous microbial flora. Mucosal Immunol 1 Suppl 1S10–S14.1907922010.1038/mi.2008.49

[11] OhnmachtC, MarquesR, PresleyL, SawaS, LochnerM, et al (2011) Intestinal microbiota, evolution of the immune system and the bad reputation of pro-inflammatory immunity. Cell Microbiol 13: 653–659.2133846410.1111/j.1462-5822.2011.01577.x

[12] TienMT, GirardinSE, RegnaultB, Le BourhisL, DilliesMA, et al (2006) Anti-inflammatory effect of *Lactobacillus casei* on Shigella-infected human intestinal epithelial cells. J Immunol 176: 1228–1237.1639401310.4049/jimmunol.176.2.1228

[13] GartelAL, FelicianoC, TynerAL (2003) A new method for determining the status of p53 in tumor cell lines of different origin. Oncol Res 13: 405–408.1272553110.3727/096504003108748429

[14] BensM, BogdanovaA, CluzeaudF, MiquerolL, KerneisS, et al (1996) Transimmortalized mouse intestinal cells (m-IC_cl2_) that maintain a crypt phenotype. Am J Physiol 270: C1666–C1674.876414910.1152/ajpcell.1996.270.6.C1666

[15] KaetzelCS, RobinsonJK, ChintalacharuvuKR, VaermanJP, LammME (1991) The polymeric immunoglobulin receptor (secretory component) mediates transport of immune complexes across epithelial cells: a local defense function for IgA. Proc Natl Acad Sci U S A 88: 8796–8800.192434110.1073/pnas.88.19.8796PMC52597

[16] FernandezMI, PédronT, TournebizeR, Olivo-MarinJC, SansonettiPJ, et al (2003) Anti-inflammatory role for intracellular dimeric immunoglobulin a by neutralization of lipopolysaccharide in epithelial cells. Immunity 18: 739–749.1281815610.1016/s1074-7613(03)00122-5

[17] BrunoME, KaetzelCS (2005) Long-term exposure of the HT-29 human intestinal epithelial cell line to TNF causes sustained up-regulation of the polymeric Ig receptor and proinflammatory genes through transcriptional and posttranscriptional mechanisms. J Immunol 174: 7278–7284.1590557410.4049/jimmunol.174.11.7278

[18] OlsenL, BressendorffS, TroelsenJT, OlsenJ (2005) Differentiation-dependent activation of the human intestinal alkaline phosphatase promoter by HNF-4 in intestinal cells. Am J Physiol Gastrointest Liver Physiol 289: G220–G226.1583171010.1152/ajpgi.00449.2004

[19] BoidotR, VégranF, MeulleA, Le BretonA, DessyC, et al (2012) Regulation of monocarboxylate transporter MCT1 expression by p53 mediates inward and outward lactate fluxes in tumors. Cancer Res 72: 939–948.2218461610.1158/0008-5472.CAN-11-2474

[20] NougayrèdeJP, TaiebF, De RyckeJ, OswaldE (2005) Cyclomodulins: bacterial effectors that modulate the eukaryotic cell cycle. Trends Microbiol 13: 103–110.1573772810.1016/j.tim.2005.01.002

[21] OswaldE, NougayrèdeJP, TaiebF, SugaiM (2005) Bacterial toxins that modulate host cell-cycle progression. Curr Opin Microbiol 8: 83–91.1569486110.1016/j.mib.2004.12.011

[22] GrayMC, HewlettEL (2011) Cell cycle arrest induced by the bacterial adenylate cyclase toxins from Bacillus anthracis and Bordetella pertussis. Cell Microbiol 13: 123–134.2094625910.1111/j.1462-5822.2010.01525.xPMC4137770

[23] MorinagaN, YahiroK, MatsuuraG, MossJ, NodaM (2008) Subtilase cytotoxin, produced by Shiga-toxigenic Escherichia coli, transiently inhibits protein synthesis of Vero cells via degradation of BiP and induces cell cycle arrest at G1 by downregulation of cyclin D1. Cell Microbiol 10: 921–929.1800523710.1111/j.1462-5822.2007.01094.xPMC3021990

[24] NougayrèdeJP, HomburgS, TaiebF, BouryM, BrzuszkiewiczE, et al (2006) Escherichia coli induces DNA double-strand breaks in eukaryotic cells. Science 313: 848–851.1690214210.1126/science.1127059

[25] PutzeJ, HennequinC, NougayrèdeJP, ZhangW, HomburgS, et al (2009) Genetic structure and distribution of the colibactin genomic island among members of the family Enterobacteriaceae. Infect Immun 77: 4696–4703.1972075310.1128/IAI.00522-09PMC2772509

[26] Samba-LouakaA, TaiebF, NougayrèdeJP, OswaldE (2009) Cif type III effector protein: a smart hijacker of the host cell cycle. Future Microbiol 4: 867–877.1972284010.2217/fmb.09.60

[27] IwaiH, KimM, YoshikawaY, AshidaH, OgawaM, et al (2007) A bacterial effector targets Mad2L2, an APC inhibitor, to modulate host cell cycling. Cell. 130: 611–623.10.1016/j.cell.2007.06.04317719540

[28] CoverTL, KrishnaUS, IsraelDA, PeekRMJr (2003) Induction of gastric epithelial cell apoptosis by Helicobacter pylori vacuolating cytotoxin. Cancer Res. 63: 951–957.12615708

[29] ChangYJ, WuMS, LinJT, PestellRG, BlaserMJ, et al (2006) Mechanisms for Helicobacter pylori CagA-induced cyclin D1 expression that affect cell cycle. Cell Microbiol 8: 1740–1752.1675922310.1111/j.1462-5822.2006.00743.x

[30] TurpinW, HumblotC, ThomasM, GuyotJP (2010) Lactobacilli as multifaceted probiotics with poorly disclosed molecular mechanisms. Int J Food Microbiol 143: 87–102.2080153610.1016/j.ijfoodmicro.2010.07.032

[31] Azcárate-PerilMA, SikesM, Bruno-BárcenaJM (2011) The intestinal microbiota, gastrointestinal environment and colorectal cancer: a putative role for probiotics in prevention of colorectal cancer? Am J Physiol Gastrointest Liver Physiol 301: G401–G424.2170090110.1152/ajpgi.00110.2011PMC3774253

[32] HornefMW, NormarkBH, VandewalleA, NormarkS (2003) Intracellular recognition of lipopolysaccharide by toll-like receptor 4 in intestinal epithelial cells. J Exp Med 198: 1225–1235.1456898110.1084/jem.20022194PMC2194240

[33] ChuS, MontroseMH (1995) Extracellular pH regulation in microdomains of colonic crypts: effects of short-chain fatty acids. Proc Natl Acad Sci U S A 92: 3303–3307.772455710.1073/pnas.92.8.3303PMC42154

[34] SamuelBS, ShaitoA, MotoikeT, ReyFE, BackhedF, et al (2008) Effects of the gut microbiota on host adiposity are modulated by the short-chain fatty-acid binding G protein-coupled receptor, Gpr41. Proc Natl Acad Sci U S A 105: 16767–16772.1893130310.1073/pnas.0808567105PMC2569967

[35] SenguptaS, MuirJG, GibsonPR (2006) Does butyrate protect from colorectal cancer? J Gastroenterol Hepatol 21: 209–218.1646047510.1111/j.1440-1746.2006.04213.x

[36] BergmanEN (1990) Energy contributions of volatile fatty acids from the gastrointestinal tract in various species. Physiol Rev 70: 567–590.218150110.1152/physrev.1990.70.2.567

[37] McNeilNI (1984) The contribution of the large intestine to energy supplies in man. Am J Clin Nutr 39: 338–342.632063010.1093/ajcn/39.2.338

[38] WaldeckerM, KautenburgerT, DaumannH, BuschC, SchrenkD (2008) Inhibition of histone-deacetylase activity by short-chain fatty acids and some polyphenol metabolites formed in the colon. J Nutr Biochem 19: 587–593.1806143110.1016/j.jnutbio.2007.08.002

[39] BordonaroM, LazarovaDL, SartorelliAC (2008) Butyrate and Wnt signaling: a possible solution to the puzzle of dietary fiber and colon cancer risk? Cell Cycle 7: 1178–1183.1841803710.4161/cc.7.9.5818

[40] FukudaS, TohH, HaseK, OshimaK, NakanishiY, et al (2011) Bifidobacteria can protect from enteropathogenic infection through production of acetate. Nature 469: 543–547.2127089410.1038/nature09646

[41] Brown D, Bouley R, Paunescu TG, Breton S, Lu HA (2012) New insights into the dynamic regulation of water and acid/base balance by renal epithelial cells. Am J Physiol Cell Physiol In press.10.1152/ajpcell.00085.2012PMC336200022460710

[42] LuptonJR, KurtzPP (1993) Relationship of colonic luminal short-chain fatty acids and pH to in vivo cell proliferation in rats. J Nutr 123: 1522–1530.839559410.1093/jn/123.9.1522

[43] HidalgoIJ, RaubTJ, BorchardtRT (1989) Characterization of the human colon carcinoma cell line (Caco-2) as a model system for intestinal epithelial permeability. Gastroenterology 96(3): 736–749.2914637

[44] MatsumotoK, TakadaT, ShimizuK, MoriyamaK, KawakamiK, et al (2006) Effects of a probiotic fermented milk beverage containing Lactobacillus casei strain Shirota on defecation frequency, intestinal microbiota, and the intestinal environment of healthy individuals with soft stools. J Biosci Bioeng 110: 547–552.10.1016/j.jbiosc.2010.05.01620580604

[45] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[46] LiC, WongWH (2001) Model-based analysis of oligonucleotide arrays: expression index computation and outlier detection. Proc Natl Acad Sci U S A 98: 31–36.1113451210.1073/pnas.011404098PMC14539

[47] SchmittgenTD, LivakKJ (2008) Analyzing real-time PCR data by the comparative C(T) method. Nat Protoc 3: 1101–1108.1854660110.1038/nprot.2008.73

[48] LaemmliUK (1970) Cleavage of structural proteins during the assembly of the head of bacteriophage T4. *Nature* 227: 680–685.543206310.1038/227680a0

# Supplementary material for: Epithelial Cell Proliferation Arrest Induced by Lactate and Acetate from Lactobacillus casei and Bifidobacterium breve
**Source:** PLoS One. 2013 Apr 30;8(4):e63053. doi: 10.1371/journal.pone.0063053
**Supplement:** Table S3 — Primers used for qRT-PCR in this study.

|  | |  |  |
| --- | --- | --- | --- |
|  |  |  |  |
| Gene | Forward primer (5' -> 3') | Reverse primer (5' -> 3') | Length |
| Cyclin D1 | GATTTGGTCTGCTTGACTTTCC | CAAGAATGTGCCAGAATCAAAC | 106 |
| Cyclin E1 | GAGAGCAGTTCTTCTGGATTGG | GATGCCATGTAACGATCAAAGA | 105 |
| p18^INK4c^(Cdkn2c) | TGCAGGTTATGAAACTTGGAAA | TGAATGACAGCAAAACCAGTTC | 100 |
| p19^INK4d^(Cdkn2d) | TCACACCTGTCCATTGAAGAAG | GGGGTGAGAAAAACAAATGAGA | 111 |
| p21^cip1^(Cdkn1a) | ATGGCTGATCCTTTCTCAGTGT | GGCTAAGGGTAGACAGTCCAGA | 119 |
| p27^Kip2^(Cdkn1b) | ACATATCGCTGACTCCATTGAA | TGCTTTTAGAGGCAGATGGTTT | 106 |
| p53 | ACAATGAAATCTCACCCTACCC | CTTTGCAGAATGGAAGGAAAGT | 100 |
| p57^Kip2^(Cdkn1c) | CTCTAGGGGAATGGTTGTTGAG | TGGTCACCAAGTTTAAGAGCAA | 101 |
| Tob1 | GCCAACCAAGCACAAAGTTATT | AATTCAGCCATGTCCTTGCTAT | 105 |
| GATA-2 | TGGAGAAAGGAGTAGGCAAGAA | ACCCCAAGAACACAAATAGCAC | 100 |
| Ep300 | TCTCAAAAATGCTGGGGATAAG | ACAGTGCTTAGGCTAGGAGTGG | 120 |
| pIgR | CTCTTGGCCTACGATCTGTCTT | ACACCACCATGCTCCTTTAACT | 103 |
| Akp3 | TGGCTCTGTCCAAGACATACAG | CCGATGGTCTTGTAGTTGGTCT | 103 |
| Mct1 | AAAGTGGCGAGCTGCGACGT | CCGGAGTATGCGTGACGCGG | 105 |
| GAPDH | CTTATCAGGCCAAGTATGATG | CAACCTGGTCCTCAGTGTAGC | 100 |

How the deposited data were processed for this re-analysis (not part of the article)

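Caco-2 cells alone, with *L. casei* or with *B. breve* were measured in 3 biological replicates each, 9 arrays in all. The authors made the log2 values from the scanned arrays by Robust Multichip Average on the perfect match probes, which corrects background, normalizes the arrays to each other and summarises each probe set, and the values were used as deposited. The version of that software is not stated. The paper names the HG-U133A array, and the probe sets are annotated here for a later version of that array. The values were complete, with 0 missing, and probe signals before summary were not used here. Of the probe sets, 62 were controls and 22215 were tested. Gene symbols came from the annotation of the array: 19064 probe sets carried 1 symbol, 1043 carried several and were not used for a gene, and 2108 carried none. Of the single-gene probe sets, 19052 had a gene identifier found in the human reference, and 0 symbols were updated. The 11963 genes were each read from the probe set with the highest mean over the 9 arrays, and 4310 of them had more than 1 probe set.

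Differences were tested with limma 3.58.1 in R 4.3.3, with group means of all 9 arrays in 1 fit (6 residual and 5.83 prior degrees of freedom) and Benjamini-Hochberg adjustment over all tested probe sets. A gene passed at an adjusted p under 0.05. The thresholds of the Fig. 1 legend, a fold change above 1.75 and a p under 0.05, were applied to the same fit with the unadjusted p, and the paper's dChip comparison was not repeated. Where a gene passed with a change of over 2-fold, its other probe sets brighter than the median were checked: 160 of 165 passed the same way with *B. breve* and 35 of 38 with *L. casei*, and 0 passed the other way. On simulated data with the measured spread, 5 runs of 50 changed genes per fold gave the shares called that are printed with the experiment, with on average 4.4 false calls in the *B. breve* and 3.6 in the *L. casei* comparison. A list shifted by 0.5 log2 units in the *B. breve* arrays was called in 5 of 5 runs in both comparisons that hold them, and no list was shifted in the *L. casei* arrays.

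The genes that are named follow a rule: genes the paper names for Caco-2 cells and genes of Table S3; the 10 largest rises and 10 largest falls with each bacterium that passed the test, with the arrays of the groups fully apart and a signal above the median of 7.62; the 5 largest each way between the bacteria; and up to 4 members of each list with the smallest adjusted p. The rule, the tests, the lists and the alternatives were set before the data were examined, when values of Tables S1 and S2 had already been seen. The rule sets which genes may be named. Not all of them are named (NUP205 and GDF15 are among those left out), and the choice among them is not set by the rule. Genes named beyond the rule, where a count of 5 or fewer is spelled out, were chosen after their values were seen.

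The 31 lists were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the lists of a comparison, and again with an estimated correlation. They held G1/S genes, CDK inhibitors, the CDK-activating kinase and TFIIH, the SCF ligase, the anaphase-promoting complex, DNA replication, mitosis, DNA damage, GADD45 and p53 targets, apoptosis, innate immune and interferon-stimulated genes, enterocyte, goblet, stem cell, leukocyte and fibroblast or endothelial markers, the amino acid, heat shock, hypoxia and immediate-early responses, cholesterol and fatty acid metabolism, monocarboxylate transport and pH regulation, oxidative stress, xenobiotic metabolism, ribosomal proteins, oxidative phosphorylation, junctions, histones and the genes of Table S3. The grouping of 9 lists as cell cycle genes and the random lists matched on signal were added after the data were seen.

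The fit used no pairs, and the replicate number as a block was an alternative. No label says whether a replicate number marks paired cultures. After removal of group means, *L. casei* and *B. breve* arrays of the same number correlated across probe sets at r = 0.53, 0.29 and 0.19. All were over a limit of 0.1 set before the values were compared, which does not establish that the arrays were paired. Probe sets are not independent replicates. Of the 3 *B. breve* arrays, 2 correlated best with the *L. casei* array of their own number. Alternatives were the replicate block, quantile normalization, median centring, a filter on dim probe sets, the mean of all probe sets of a gene, counts in probe sets, an intensity trend with a robust prior, an unmoderated unequal-variance test, only the 6 arrays compared, array weights, other thresholds, each array left out in turn, and, chosen after seeing the data, the replicate 1 arrays left out together and the 18S ribosomal RNA signal as a covariate.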

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

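The tests of ribosomal RNA and of the replicate 1 arrays, and the comparison of single lists with other splits of the arrays, were chosen after the results were seen. The list results given here concern gene groups for which the paper gives no result from the Caco-2 arrays, or a difference between the bacteria (it names the innate immune response for the arrays in general terms, and takes up monocarboxylate transport and acidity in another cell line), and each was called by limma's camera test at the preset correlation. With an estimated correlation 0 of the 31 lists was called in any comparison, with a smallest adjusted p of 0.472 for *L. casei*, 0.191 for *B. breve* and 0.158 between them. Medians are log2 changes over the list, n = 3 arrays per group, and counts are genes at a limma adjusted p under 0.05, with the counts adjusted over the list alone in parentheses.

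Interferon-stimulated genes fell with *L. casei* (median -0.0958 over 38 genes, adjusted p = 0.00853; adjusted p = 0.568 with an estimated correlation; 0 up and 8 down at limma's adjusted p and 12 at an unadjusted p under 0.05, 0 and 9 adjusted over the list alone) and *B. breve* (-0.150, adjusted p = 0.0145; adjusted p = 0.638 with an estimated correlation; 2 up and 12 down, 2 and 15). Other splits of the arrays reached medians of up to 0.146 and 0.185 in size, and with the ribosomal RNA covariate the *B. breve* median was -0.0577. IFIT1, which binds foreign RNA, fell by 1.63 and 2.49. Heat shock genes fell as well (21 genes; *L. casei* -0.256, adjusted p = 8.52e-05; adjusted p = 0.568 with an estimated correlation; 1 up and 8 down, 2 and 12 adjusted over the list alone; *B. breve* -0.330, adjusted p = 0.00581; adjusted p = 0.755 with an estimated correlation; 2 up and 10 down, 2 and 11). The co-chaperone gene DNAJB1 fell by 0.92 and 1.18. Core histone genes were lower (12 genes; *L. casei* -0.158, adjusted p = 0.00721; adjusted p = 0.472 with an estimated correlation; 4 down, and 4 adjusted over the list alone; *B. breve* -0.360, adjusted p = 0.0122; adjusted p = 0.535 with an estimated correlation; 6 down, and 6), with H2AC6, a histone H2A gene, at -1.02 and -1.33. Both histone calls ended without dim probe sets (adjusted p = 0.0525 and 0.111), and another split reached 0.203 in size in the *L. casei* comparison. Cholesterol synthesis genes were lower with *L. casei* (-0.151 over 18 genes, adjusted p = 0.0206; adjusted p = 0.664 with an estimated correlation; 2 down, and 5 adjusted over the list alone), but not without Caco-2 alone replicate 3 (adjusted p = 0.109).

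Genes of monocarboxylate transport and pH regulation fell with *L. casei* (-0.163 over 29 genes, adjusted p = 0.0188; adjusted p = 0.472 with an estimated correlation; 2 up and 9 down, 2 and 10 adjusted over the list alone) and *B. breve* (-0.156, adjusted p = 0.00592; adjusted p = 0.191 with an estimated correlation; 2 up and 14 down, 2 and 14), and were lower with *B. breve* than with *L. casei* (-0.0756, adjusted p = 0.0152; adjusted p = 0.295 with an estimated correlation; 6 down, and 7). The last call ended with the mean of all probe sets (adjusted p = 0.0647) and with the ribosomal RNA covariate (0.0903), and other splits reached 0.159 in size in the *B. breve* comparison and 0.0853 between the bacteria. With the ribosomal RNA covariate the *B. breve* median of the list against the cells alone was -0.304. ATP6V1A, a subunit gene of the vacuolar proton pump, fell by 0.55 and 0.93. Immediate-early genes rose with *L. casei* (median 0.0659 over 36 genes, adjusted p = 0.0290; adjusted p = 0.673 with an estimated correlation; 12 up and 4 down, 13 and 5 adjusted over the list alone) and *B. breve* (0.304, adjusted p = 0.00426; adjusted p = 0.638 with an estimated correlation; 17 up and 5 down, 18 and 6), and were higher with *B. breve* than with *L. casei* (0.176, adjusted p = 0.00226; adjusted p = 0.580 with an estimated correlation; 7 up and 3 down, 12 and 3). The *L. casei* call ended without Caco-2 alone replicate 3 (adjusted p = 0.0590) or *L. casei* replicate 1 (0.0852), without the replicate 1 arrays (0.0818, median 0.00100), with quantile normalization (0.0532) and without dim probe sets (0.0974), and other splits reached 0.118 in that comparison and 0.180 between the bacteria. DUSP6, which ends ERK signalling, rose by 1.38 and 1.57.

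Between the bacteria, 4 more lists differed. Mitotic genes were lower with *B. breve* (-0.157 over 47 genes, adjusted p = 0.00877; adjusted p = 0.848 with an estimated correlation; 1 up and 7 down, 1 and 9 adjusted over the list alone), but not without *B. breve* replicate 1 (adjusted p = 0.141) or without dim probe sets (0.0856). Innate immune genes were higher (0.0945 over 50 genes, adjusted p = 0.0332; adjusted p = 0.846 with an estimated correlation; 5 up and 2 down, 7 and 3), but not without *L. casei* replicate 2 (adjusted p = 0.0994) or *B. breve* replicate 1 (0.140), without the replicate 1 arrays (0.0904) or without dim probe sets (0.202), another split reached 0.104, and the chemokine gene CCL20 was 1.44 higher. Goblet, Paneth and enteroendocrine markers were higher (0.114 over 28 genes, adjusted p = 0.0332; adjusted p = 0.846 with an estimated correlation; 2 up, and 2), but not without *L. casei* replicate 2 (adjusted p = 0.0994) or 3 (0.0517) or *B. breve* replicate 1 (0.229), without the replicate 1 arrays (0.0904), with quantile normalization (0.0721) or with array weights (0.0552), and another split reached 0.138. Oxidative phosphorylation genes were higher (0.102 over 44 genes, adjusted p = 0.0152; adjusted p = 0.848 with an estimated correlation; 3 up and 1 down, 6 and 1), but not without *L. casei* replicate 1 (adjusted p = 0.0542) or *B. breve* replicate 2 (0.104), or with the ribosomal RNA covariate (0.208, median 0.0506). Where no value of another split is given here, the real median was the larger. Other splits called most of these lists too, such as mitosis in 5 of 9 other splits and heat shock in 5 of 9 (*L. casei*) and 4 of 9 (*B. breve*). Those splits keep part of the real difference, so their calls do not decide whether the real ones hold. The size of some medians depended on the ribosomal RNA covariate. With it the median difference between the bacteria was -0.313 for mitotic genes and 0.162 for innate immune genes.

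Amino acid and unfolded protein response genes rose with *L. casei* (median 0.374 over 48 genes, adjusted p = 1.10e-11; adjusted p = 0.568 with an estimated correlation; 24 up and 1 down, 27 and 3 adjusted over the list alone) and were lower with *B. breve* than with *L. casei* (-0.302, adjusted p = 1.83e-11; adjusted p = 0.513 with an estimated correlation; 1 up and 18 down, 1 and 25). ASNS, asparagine synthetase, rose by 1.34 with *L. casei*, and the cystine carrier gene SLC7A11 was 1.04 lower with *B. breve* than with *L. casei*. The median difference stayed at -0.319 without the replicate 1 arrays, -0.351 with ribosomal RNA as a covariate and -0.266 after quantile normalization, which argues against these as the whole cause. The largest median among the other splits of the arrays was 0.188 between the bacteria and 0.239 in the *L. casei* comparison. In each, 6 of 9 other splits, which keep part of the real difference, also called the list. A stronger depletion of amino acids by *L. casei* may lie behind the difference and was not tested.

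Hypoxia and glycolysis genes rose with *L. casei* (median 0.185 over 42 genes, adjusted p = 6.24e-05; adjusted p = 0.472 with an estimated correlation; 12 up and 1 down, 13 and 1 adjusted over the list alone) and *B. breve* (0.518, adjusted p = 3.04e-11; adjusted p = 0.191 with an estimated correlation; 31 up and 2 down, 31 and 3), and were higher with *B. breve* than with *L. casei* (0.392, adjusted p = 1.05e-13; adjusted p = 0.158 with an estimated correlation; 23 up and 1 down, 31 and 1). BNIP3, a mitophagy receptor, was 1.19 higher with *B. breve*, and the clock repressor gene BHLHE40 1.30 higher. The median difference was 0.367 without the replicate 1 arrays, 0.348 with ribosomal RNA as a covariate and 0.367 after median centring, which argues against each as the whole cause. Other splits of the arrays reached at most 0.149 between the bacteria and 0.242 in the *B. breve* comparison. Of them, which keep part of the real difference, 7 and 8 of 9 also called the list. Lower oxygen, or fermentation acids, in the *B. breve* cultures could underlie the rise, which was not tested. The paper reports no oxygen values. It measured acids in conditioned media of both bacteria, prepared in the medium of the murine line, and reports none for the Caco-2 cultures.

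Each comparison has only 10 splits of its 6 arrays, too few for a share under 0.05. The other splits mix both groups on each side. They keep part of the real difference and add the rest to the spread within their groups, which makes gene calls in them unlikely. Neither their gene counts nor their list counts show what would be found without a difference. At an adjusted p under 0.05 the real counts of genes were 1714 (*L. casei*), 3819 (*B. breve*) and 1198 (between them), against at most 0 by limma in the other splits, so that 1 of 10 splits, the real one, was as large each time. With the thresholds of the Fig. 1 legend they were 298 and 983, against at most 8 and 17 (again 1 of 10). For lists called, the real counts were 10, 7 and 8 and the highest others 11, 11 and 9, with 3, 5 and 2 of 10 splits as large. Between the bacteria, whose same-numbered arrays passed the limit for pairing, the 3 other splits that part all 3 pairs called at most 5 lists, and the 6 that part 1 pair called 1 to 9 (815 and 1110 genes were higher and lower with the replicate block).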

How the results depend on the processing

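The replicate 1 arrays left out together and the 18S ribosomal RNA covariate were chosen after the data were seen. No list or named gene that passed its test turned to the opposite direction under an alternative that was run, while lists and genes that had not passed did cross 0 (DNA replication between the bacteria from 0.0904 to -0.0252 with the 18S covariate, the CDK-activating kinase from 0.0385 to -0.153 without the replicate 1 arrays). At the legend's thresholds the *B. breve* balance turned from 512 up and 471 down to 450 and 551 with median centring, 474 and 536 with the 18S covariate, 474 and 483 without Caco-2 alone replicate 1, 485 and 510 without *B. breve* replicate 2 and 492 and 496 without *B. breve* replicate 3, and was even (653 and 653) at a log2 change of at least 0.7. Of the counts under alternatives, 347 stayed within 1.5 times and 65 moved further; named genes kept their side of the threshold in 10570 cases, lost a call in 554 and gained one in 234; lists did so in 1778, 51 and 31 cases; and the ratio of mean absolute change stayed at 1.40 to 1.54 with each array left out. Where no construction of the alternative explains a move, the cause was not tested.

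With the replicate block, the falls with *L. casei* numbered 1102, and the genes higher and lower with *B. breve* than with *L. casei* 815 and 1110; the block changed no other count by over 1.5 times. Against the cells alone, same-numbered arrays correlated at 0.04 to 0.44 (*L. casei*) and -0.01 to 0.51 (*B. breve*), and 2 of 3 correlated best with their own number. Between the bacteria 2 of 3 did so as well, so the pairing there rests on the correlation limit. Its lowest value there, 0.19, was below the 0.35 of *B. breve* and cells alone at replicate 3. In every comparison pairing is a hint from the data only.

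Counted in probe sets, which are more numerous than genes, the adjusted p gave 1657 up and 1105 down (*L. casei*), 3029 and 3122 (*B. breve*), 769 and 1089 (between the bacteria) and 1447 and 1014 (both bacteria). The legend's thresholds gave 337 and 144, 809 and 757, 296 and 136 (both), and 850 and 765 (either). The unmoderated unequal-variance test, not run for gene calls or lists, gave 499 and 521 with *B. breve*, and 0 and 0 with *L. casei*, between the bacteria and for both (200 and 80 at the legend's thresholds with *L. casei*; limma's unadjusted p under 0.05 gave 1679 and 1494 there and 1347 and 1544 between the bacteria). Array weights gave 1637 and 1374 (*L. casei*), 951 and 1185 (between) and 1400 and 1103 (both). A log2 change of at least 0.7 gave 129 falls with both. Adding a fold above 1.75 to the adjusted p gave 209 and 87, 512 and 469, 81 and 89, and 184 and 81 in the same order. With an estimated correlation limma called 0, 0 and 0 lists. Without the replicate 1 arrays the falls with both numbered 424. The 18S covariate moved no count by over 1.5 times (1233 and 772, 1795 and 2046, 467 and 781).

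With single arrays left out, rises with *L. casei* ranged from 620 (without *L. casei* replicate 2) to 1113 and falls from 397 (without *L. casei* replicate 2 or Caco-2 alone replicate 2) to 828; genes higher with *B. breve* than with *L. casei* from 230 (without *L. casei* replicate 3) to 507 and lower from 297 (the same array) to 835; rises with both from 572 to 958 and falls with both from 377 to 721 (lowest without *L. casei* replicate 2). The legend counts and the *B. breve* counts did not move by over 1.5 times. A floor for linear values was not run, since the values are log2.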

Differences from the paper's values

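The values here set the deposited array values beside those of the paper, and every alternative named was set before the data were examined. The paper counts genes lower and higher by a factor of 1.75 or more and its legend adds p under 0.05; the thresholds of the legend were used here, with limma in place of dChip. The log2 threshold of Tables S1 and S2 was taken as 0.7, which is below the legend's threshold. Values listed for a single bacterium can be smaller, such as 0.1 for CCNE1 and 0.57 for CCND1 with *L. casei* in Table S2. The paper describes summary by Robust Multichip Average and then comparison in dChip, which reads as dChip run on those values. Which values dChip compared is not stated outright. The dChip comparison was not repeated here, so how much of a gap comes from the threshold or from dChip is not settled. Counts are said to differ when one is more than 1.5 times the other, folds when this holds and the gap exceeds the spread between replicates, and log2 changes when the gap exceeds that spread.

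The paper gives 988 genes down and 1445 up, against 476 and 537 here with either bacterium. Of 20 alternatives, of which 17 move these counts, counting probe sets brought the lower count to 765, still below the paper's but within 1.5 times of it, and none brought the higher count that near (850 in probe sets). In Fig. 1A, read by eye, the paper shows about 240 genes lower and about 690 higher with *L. casei*, against 89 and 209 here, and none of the 20 alternatives came within 1.5 times of either (12 and 14 of them move these counts). For *B. breve* Fig. 1A, read by eye, shows about 940 lower, against 471 here, and about 1300 higher, against 512. For both bacteria it shows about 190 lower, against 84, and about 570 higher, against 184. Counts in probe sets (757 lower with *B. breve*, 136 with both) and a log2 change of at least 0.7 (653 and 129) stayed below the paper's lower counts but within 1.5 times of them, and none of the 20 came that near its higher counts.

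The paper states a fold change of 13 for MNAT1 and of 5 for CDK7 without naming the bacterium. MNAT1 rose 3.61-fold with *B. breve* here. The ratio for CDK7 was 0.768 with *B. breve* and 0.862 with *L. casei*, and with *B. breve* the gene fell. Of 18 alternatives only 9 move such a fold at all, and none of them removed these differences. The paper's fold of 3 for CDKN1C did not differ by this rule from 2.00 with *B. breve* and 2.01 with *L. casei* on the brightest probe set here. That held under 13 of 18 alternatives with *B. breve* and 14 of 18 with *L. casei*. Without Caco-2 alone replicate 1 or 2, and with the mean of all probe sets, the folds did differ with both bacteria. The *B. breve* fold also differed without *B. breve* replicate 2 or 3, and the *L. casei* fold without *L. casei* replicate 1. Which gene and bacterium the 5 stands for is not settled: Table S2 gives MNAT1 a fold of 13.5 with *B. breve* and of 5.46 with *L. casei*, and the copy of Table S2 used here has no CDK7.

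Table S2 lists log2 changes for single probe sets, and of 17 alternatives run for each only 9 move the value at all. Of 12 such values 8 differed and 4 did not (GADD45A with both bacteria, CCND1 and CCNE1 with *L. casei*). With *B. breve* the paper's value was 1.34 for CCND1, against 1.23 here, 0.88 for CCNE1, against 0.58, 1.37 for CUL1, against 1.13, -1.67 for CDKN1C, against -0.84, and 3.75 for MNAT1, against 1.85. With *L. casei* it was -1.89 for CDKN1C, against -0.94, and 2.45 for MNAT1, against 0.88. None of the 9 removed these differences. For CUL1 with *L. casei* the paper's value was 0.76, against 0.57, and array weights and leaving out Caco-2 alone replicate 2 or 3 or *L. casei* replicate 1 removed the difference. For GADD45G, Table S1 gives -1.64 with *L. casei*, against -0.74 here, and -3.51 with *B. breve*, against -1.38, and none of the 9 removed the difference.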

Other observations

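The test of Table S1 by signal brightness was chosen after the result was seen. Further gene groups had members that rose and members that fell, and limma's camera test called none of these lists in the comparisons given here, though under alternatives it called innate immune genes with *L. casei* (without Caco-2 alone replicate 3, adjusted p = 0.0323, without *L. casei* replicate 1, 0.0451, with array weights, 0.0434, and with the ribosomal RNA covariate, 0.0493) and ribosomal protein genes with *L. casei* (intensity trend, 0.0226). Of 33 apoptosis genes, 6 rose and 6 fell with *L. casei* and 10 rose and 11 fell with *B. breve* (8 and 8, and 10 and 12, adjusted over the list alone). BID, which carries the caspase signal to mitochondria, rose by 0.70 and 1.16 log2 units, and DFFB, the nuclease that cuts DNA in dying cells, fell by 1.53 with *B. breve* (standard error 0.15, n = 3 arrays per group). Of 50 innate immune genes, 1 rose and 4 fell with *L. casei* (1 and 4 adjusted over the list alone) and 9 rose and 7 fell with *B. breve* (9 and 7). IL18, an epithelial cytokine, rose by 0.86 and 0.82, while TLR5, the flagellin receptor, fell by 0.63 and 1.11. DEFB1, a constitutive defensin, fell by 1.55 with *B. breve*. Of 26 metallothionein and oxidative stress genes, 4 rose and 2 fell with *L. casei* and 4 rose and 5 fell with *B. breve* (4 and 2, and 4 and 6, adjusted over the list alone), with rises of GPX2, a gut glutathione peroxidase, by 0.75 and 1.21. The zinc exporter gene SLC30A1 fell by 0.72 and 1.38.

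Of 25 xenobiotic and bile acid genes, 1 rose and 2 fell with *L. casei* and 3 rose and 7 fell with *B. breve* (2 and 5, and 3 and 7, adjusted over the list alone), with a fall of ALDH1A1, which makes retinoic acid, by 1.17 with *B. breve* (standard error 0.15, n = 3 arrays per group). Of 28 fatty acid genes, 2 rose and 4 fell with *L. casei* and 4 rose and 6 fell with *B. breve* (2 and 5, and 5 and 6, adjusted over the list alone), and ACSL5, which activates fatty acids, rose by 0.82 and 1.66. Of 22 junction genes, 1 rose and 2 fell with *L. casei* and 5 rose and 5 fell with *B. breve* (4 and 3, and 5 and 5, adjusted over the list alone), and the claudin gene CLDN4 fell by 0.67 and 0.84. Of 44 oxidative phosphorylation genes, 2 rose and 1 fell with *L. casei* and 8 rose and 6 fell with *B. breve* (2 and 1, and 9 and 6, adjusted over the list alone). Cholesterol synthesis genes with *B. breve* gave 1 rise and 6 falls (1 and 6 adjusted over the list alone), with FDPS, a prenyl synthase, at -0.66, and amino acid response genes 15 rises and 11 falls (19 and 12). Ribosomal protein genes were nearly still: of 45, limma called 0 with *L. casei*, where 2 passed an unadjusted p under 0.05, and 2 with *B. breve* (0 adjusted over the list alone). Of 20 fibroblast and endothelial markers, PDGFRA, a growth factor receptor, rose by 0.39 and 0.63, and PECAM1, an endothelial adhesion molecule, fell by 0.47 with *B. breve*. Of the 11 genes of Table S3, which the study chose and which are therefore no independent evidence, 1 rose and 3 fell with *L. casei* and 4 rose and 3 fell with *B. breve* (2 and 3, and 4 and 3, adjusted over the list alone).

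The changes in the available copy of Table S1, which holds 1999 of 2433 genes, correlated with those in the deposited values across probe sets at r = 0.767 (*L. casei*) and r = 0.858 (*B. breve*), and probe sets are not independent replicates. The deposited changes were smaller, with a median ratio of 0.725 and 0.764. With the probe sets divided into 3 parts by signal, the *B. breve* ratio was 0.529 in the dimmest, 0.737 in the middle and 0.891 in the brightest part, a difference of -0.362, which is consistent with background left in the dim probe sets of the deposited values. The choice of genes for the table by the size of their change cannot be told apart from this. The paper also does not state outright that dChip compared the deposited values. In the *L. casei* changes of genes listed for their *B. breve* change the ratio of sums was 0.423, 0.717 and 0.865 in the same parts (difference -0.442), but both changes share the 3 arrays of cells alone, so the choice reaches the *L. casei* changes too.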
